# *Phf8* loss confers resistance to depression-like and anxiety-like behaviors in mice

**DOI:** 10.1038/ncomms15142

**Published:** 2017-05-09

**Authors:** Ryan M. Walsh, Erica Y. Shen, Rosemary C. Bagot, Anthony Anselmo, Yan Jiang, Behnam Javidfar, Gregory J. Wojtkiewicz, Jennifer Cloutier, John W. Chen, Ruslan Sadreyev, Eric J. Nestler, Schahram Akbarian, Konrad Hochedlinger

## Abstract

PHF8 is a histone demethylase with specificity for repressive modifications. While mutations of *PHF8* have been associated with cognitive defects and cleft lip/palate, its role in mammalian development and physiology remains unexplored. Here, we have generated a *Phf8* knockout allele in mice to examine the consequences of *Phf8* loss for development and behaviour. *Phf8* deficient mice neither display obvious developmental defects nor signs of cognitive impairment. However, we report a striking resiliency to stress-induced anxiety- and depression-like behaviour on loss of *Phf8*. We further observe misregulation of serotonin signalling within the prefrontal cortex of *Phf8* deficient mice and identify the serotonin receptors *Htr1a* and *Htr2a* as direct targets of PHF8. Our results clarify the functional role of *Phf8* in mammalian development and behaviour and establish a direct link between *Phf8* expression and serotonin signalling, identifying this histone demethylase as a potential target for the treatment of anxiety and depression.

## Abstract (web summary)

Mutation of the human gene *PHF8*, encoding a histone demethylase, is linked to cognitive defects but its role in development is unclear. Here, the authors show that *Phf8* deletion in mice causes no overt developmental defects but confers resilience to depression, likely through increased serotonin signalling.

Histone methylation at specific lysine residues plays a crucial role in transcriptional control by either facilitating or suppressing gene expression^1^. While methylation of the tail of histone H3 at lysine 4 (H3K4) and lysine 36 (H3K36) is generally associated with gene activation, methylation of H3 lysine 27 (H3K27), lysine 9 (H3K9) and histone H4 lysine 20 (H4K20) is associated with gene repression^2^,^3^. The methylation status of each of these residues is controlled by opposing enzymes, histone lysine methyltransferases and lysine demethylases. Notably, several lysine methyltransferases and demethylases have been directly implicated in embryonic development, cellular differentiation or cancer, underscoring the importance of histone methylation in health and disease^4^,^5^.

PHF8 is an X-linked histone demethylase containing a plant homeodomain and a catalytic Jumonji C (JMJC) domain. Interestingly, dysregulation of *PHF8* has recently been associated with developmental abnormalities and human disease. For instance, mutations in *PHF8* have been identified in a subset of patients with X-linked intellectual disability, which is often accompanied by cleft lip/palate^6^,^7^,^8^. Moreover, morpholino-mediated knockdown of *phf8* results in brain and craniofacial defects during zebrafish development^9^ whereas suppression of a *Phf8* homologue in *C. elegans* reportedly leads to behavioural abnormalities such as impaired locomotion^10^. Although, these knockdown studies in worms and zebrafish support an involvement of *Phf8* in embryonic development and adult behaviour, the functional role of this demethylase in a mammalian animal model following genetic perturbation of the endogenous *Phf8* locus remains unexplored.

PHF8 has been predominantly studied as a transcriptional activator through its ability to demethylate the repressive histone modifications H3K9me1/2, H3K27me2 and H4K20me1 (refs 9, 10, 11, 12). Consistently, ChIP-Seq data has revealed that PHF8 directly binds to ribosomal DNA and E2F1 targets in HeLa and U2OS cells, facilitating their activation, while knockdown of *Phf8* in these cell lines results in cellular growth defects^11^,^12^,^13^,^14^,^15^. It remains unclear, however, whether the observed proliferation defect in these transformed human cell lines is relevant for the reported developmental and behavioural abnormalities *in vivo*.

In addition to its role as a histone demethylase, PHF8 functions as a chromatin reader by directly binding H3K4me3 through a pocket in its plant homeodomain finger, enabling recruitment to chromatin and allosteric activation of demethylase activity^10^,^11^,^16^. More recent data indicate that PHF8 may also repress the transcription of certain target genes, although the underlying mechanisms remain unknown^17^.

Here, we revisit the molecular and functional role of *Phf8* in primary stem and differentiated cells, mammalian development and adult physiology by establishing a targeted deletion in mice. We find that *Phf8* null mice display neither developmental nor cognitive defects, but instead are resistant to anxiety- and depression-like behaviours. Moreover, we document that PHF8 directly binds to regulatory regions nearby the serotonin receptor genes *Htr1a* and *Htr2a* in the neocortex, providing a molecular basis for the observed phenotype.

## Results

### Targeted deletion of *Phf8* in mouse ESCs

To generate a knockout (KO) allele for *Phf8*, we introduced *loxP* sites flanking exons 7 and 8 of the X-linked *Phf8* locus by conventional targeting in embryonic stem cells (ESCs). We chose these two exons as they encompass a critical portion of the catalytic JMJC domain, including a highly conserved histidine residue essential for the demethylation function of Phf8 (refs 11, 15) (Fig. 1a). Moreover, Cre-mediated deletion of these exons is expected to cause a frameshift mutation, disrupting the formation of full-length protein. Briefly, we electroporated the *Phf8* targeting construct into male V6.5 ESCs, exposed cells to drug selection, and identified correctly targeted clones by Southern blot analysis. Verified clones were subsequently electroporated with a vector transiently expressing CRE recombinase to generate *Phf8* KO ESCs, which were identified via Southern blot analysis (Fig. 1b).

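RNA from 2 WT and 2 KO ESC cultures was sequenced, and the authors deposited the number of reads counted on each gene, without normalization. Between 11455757 and 13657534 reads per sample were counted on genes. *Phf8* (ENSMUSG00000041229) lies on the plus strand of chromosome X of GRCm38 from 151520672 to 151633859. Its count, in CPM (counts scaled to a common library size) after TMM normalization in edgeR, was 57.1 ± 3.41 (SD, n = 2) in WT and 16.53 ± 4.38 (SD, n = 2) in KO ESCs. Both KO cultures had less *Phf8* than both WT cultures. The log2 fold change was -1.79 (SE 0.22), and the adjusted p-value of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 1.00. With the same counts the adjusted p-value was 0.00190 in edgeR's exact test, 0.00180 in edgeR's likelihood ratio test and 2.3e-06 in DESeq2, and with the replicate number taken from the labels as a block it was 6.2e-13 in edgeR's quasi-likelihood test. The counts are per gene, so the deleted exons of Fig. 1d were not examined here, and reads from the remaining exons of a truncated transcript are included in the KO values.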

We confirmed loss of *Phf8* in targeted ESCs by western blot analysis and RNA-sequencing (Fig. 1c,d). Notably, examination of H3K9me1/2/3, K3K27me2/3, H3K4me1/3 and K4K20me1 levels in *Phf8* KO and control ESCs using western blot analysis failed to show significant differences, indicating that loss of *Phf8* does not lead to a detectable global increase in these covalent modifications (Fig. 1e; Supplementary Fig. 1a), which is consistent with previous observations^9^.

### *In vitro g*rowth defects in *Phf8* ^*−/y*^ cells

Knockdown of *Phf8* reportedly causes growth defects in transformed cell lines^11^,^13^,^14^,^15^. To assess whether this phenotype is recapitulated in *Phf8* deficient primary cells at different stages of development, we determined proliferation rates of *Phf8* deficient murine embryonic fibroblasts (MEFs), neural progenitor cells (NPCs) and ESCs. Deletion of *Phf8* impaired the proliferative potential of MEFs, NPCs and ESCs compared to wild type (WT) controls (Fig. 1f–h; Supplementary Fig. 1b). Lentiviral overexpression of full-length Phf8 in *Phf8* KO ESCs partially rescued this phenotype (Fig. 1f; Supplementary Fig. 1c). These data indicate that the histone demethylase PHF8 regulates growth potential *in vitro* in multiple primary cell types, regardless of differentiation stage and tissue origin.

To identify possible downstream regulators of PHF8 that may cause the observed proliferation defect, we performed RNA-sequencing of *Phf8* deficient and WT NPCs and ESCs. 

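The RNA-sequencing of cultured cells comprised 2 WT and 2 KO ESC samples and 3 WT and 3 KO NPC samples. ESCs are pluripotent cells derived from the early embryo, and NPCs are neural progenitors cultured from the embryonic brain. The authors aligned the reads with STAR to mm10/GRCm38 and counted them on the genes of Ensembl release 75 with HTSeq, and the deposited values are raw counts per gene. The total counted on genes was 11765327 and 13420015 in the WT ESC samples and 11455757 and 13657534 in the KO ESC samples. In NPCs the totals ranged from 11798544 to 15539811 in WT (median 14172380) and from 13248224 to 14471381 in KO samples (median 13884344). Reads that aligned to more than one place were not counted on any gene, and they made up 43.2% to 45.5% of the reads HTSeq reported in ESCs and 33.2% to 34.3% in NPCs, so genes with near-identical copies are undercounted. From these counts, WT and KO were compared in each cell type with edgeR's quasi-likelihood test on genes that passed its expression filter, 15080 genes in ESCs and 14351 in NPCs, with TMM normalization and a false discovery rate (FDR) under 0.05 by Benjamini-Hochberg adjustment. The biological coefficient of variation estimated by edgeR was 31.4% in ESCs and 21.2% in NPCs, and 4.37% and 10.1% with the replicate number as a block. In counts simulated at these depths and with the spreads of the fits without a block, the test recovered 18% of the genes changed 2-fold in ESCs and 92% in NPCs, and 27% and 84% where the spread also varied from gene to gene, so most 2-fold changes in ESCs were not detectable in a comparison that leaves out the replicate number. The genes changed in these simulations were drawn from those at or above the median of mean expression. Recovery with the block was not simulated.

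**Figure D1:**
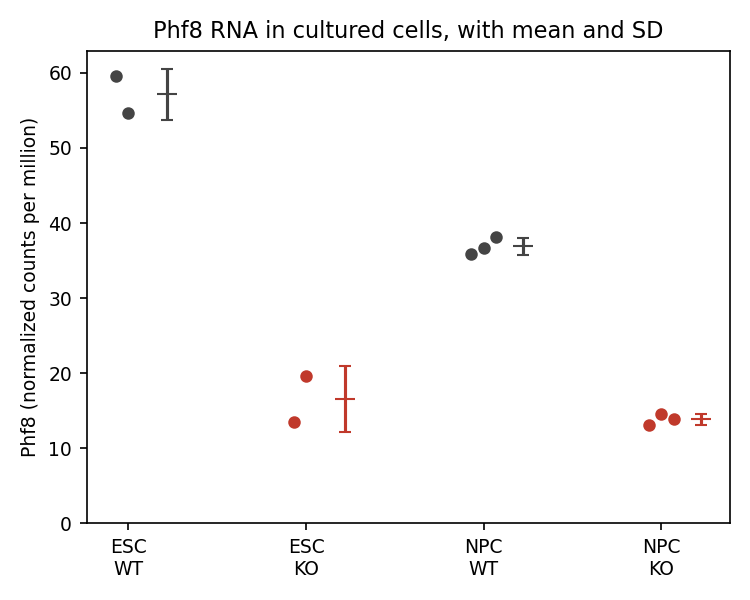
*Phf8* RNA in each ESC and NPC sample, in normalized CPM on the vertical axis, by cell type and genotype on the horizontal axis. Points are samples and bars are the mean and SD. Every KO sample lies below every WT sample of its cell type, with means of 57.1 in WT and 16.53 in KO ESCs and of 36.9 in WT and 13.8 in KO NPCs.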

Surprisingly, loss of *Phf8* did not lead to major expression differences in ESCs and NPCs, and unbiased hierarchical clustering was unable to separate KO and WT samples by genotype (Supplementary Fig. 2).

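In ESCs, 0 genes had an FDR under 0.05 in edgeR's quasi-likelihood test, and 108 genes up and 63 genes down had an unadjusted p-value under 0.05. In NPCs the single gene with an FDR under 0.05 was *Phf8*, with a log2 fold change of -1.41 (SE 0.09, FDR 0.0285 in the edgeR test), from 36.9 ± 1.14 CPM (SD, n = 3) in WT to 13.8 ± 0.738 CPM (SD, n = 3) in KO samples. With each NPC sample left out in turn its FDR in that test was between 0.154 and 0.544. In NPCs, 216 genes up and 219 genes down had an unadjusted p-value under 0.05. In both cell types this is a smaller share of the genes tested than the 0.05 that chance alone gives. These unadjusted counts are thus no evidence of further changes. The alternatives that moved the count most were the 2 with a replicate block in ESCs. With the replicate number taken from the labels as a block, 513 genes had an FDR under 0.05 in ESCs (308 up and 205 down) and 3 genes in NPCs, and with a GC content offset as well 683 (266 up and 417 down) and 4. Deviations from the genotype means correlated across genes at a mean r of 0.888 between ESC samples with the same number, and with 2 samples per genotype the value between different numbers, -0.888, is its mirror by construction. In NPCs the mean r was 0.615 between samples with the same number and -0.280 between samples with different numbers. The block fits in ESCs have 1 residual degree of freedom. Whether the effect of genotype differed between ESCs and NPCs was tested as an interaction, and 0 genes had an FDR under 0.05. There were 247 genes at an unadjusted p-value under 0.05, again a smaller share of the 16612 tested than chance alone gives. Hierarchical clustering (ward.D2, Euclidean distance on log2(RPKM + 1) of all genes that passed the filter) paired the ESC samples by replicate number, with an adjusted Rand index against genotype of -0.5, on a scale where 1 is complete separation by genotype and 0 is chance. In NPCs the first division set replicate 2 of both genotypes apart from the other samples, with an index of -0.216. From these data the paper states that loss of *Phf8* did not lead to major expression differences in either cell type.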

### *Phf8* ^*−/y*^ mice develop normally

Given the reported central nervous system and craniofacial defects in *phf8* knockdown zebrafish embryos and the association between *PHF8* mutations and cleft/palate in patients, we next asked whether *Phf8* KO mice are born at sub-Mendelian ratios due to developmental defects or clefting. *Phf8* KO mice were recovered at the predicted Mendelian ratios and survived to adulthood (Supplementary Fig. 3a; Supplementary Table 1), demonstrating that *Phf8* is not required for embryonic development or postnatal survival. Moreover, we failed to detect cleft palate in *Phf8* KO mice (Supplementary Fig. 3c), indicating that loss of *Phf8* on a 129/B6 background is insufficient to cause detectable craniofacial abnormalities.

We were also unable to detect any other gross physiologic abnormalities or differences in the weight of adult *Phf8* KO mice compared to WT controls (Supplementary Fig. 3d), which is in contrast to the growth deficit of cultured *Phf8* mutant cells. However, a closer examination of the brain revealed a subtle yet significant reduction in striatal volume (Supplementary Fig. 4a and b) even though total brain size and architecture appeared normal (Supplementary Fig. 4c and d). We conclude that the proliferation defects of cultured cells are effectively compensated during development and in the adult with the possible exception of the developing striatum. Considering that behavioural abnormalities have been associated with defects of the striatum and *PHF8* has been implicated in intellectual disability, we next evaluated potential behavioural phenotypes in *Phf8* KO mice.

### *Phf8* ^*−/y*^ mice do not show cognitive dysfunction

We subjected *Phf8* KO mice to a battery of behavioural assays to determine whether they mirror the intellectual deficits observed in *PHF8* deficient patients (Supplementary Table 2). Briefly, we utilized the radial arm maze assay as an assessment of working memory and the contextual fear conditioning assay as a measure of learning. Both tests are disrupted in multiple established mouse models of intellectual disability^18^,^19^,^20^,^21^. Surprisingly, neither assay showed significant differences between WT and KO animals (Supplementary Fig. 5a and b), suggesting that loss of *Phf8* in this mouse model does not produce a phenotype consistent with cognitive dysfunction.

### *Phf8* ^*−/y*^ mice are more resilient to stressful stimuli

We next evaluated whether *Phf8* KO mice exhibit aberrant behaviour in response to stress-inducing stimuli. Towards this end, we subjected a cohort of *Phf8* KO animals to an open field test, which measures activity and the amount of time animals spend in the centre or periphery of an open chamber, a readout for anxiety-like behaviour^22^ (Fig. 2a). This assay showed that *Phf8* KO mice are more active than WT controls within the first 15 min of the assessment and spend more time in the centre of the chamber, suggesting reduced anxiety (Fig. 2b,c). We next performed the elevated plus maze test as another measure of anxiety-like behaviour^23^. In this assay, mice are placed at the centre of an elevated four-armed maze with two open and two covered arms; the amount of time a mouse spends in the covered versus the open arms provides a readout of the animal's anxiety (Fig. 2d). This assay revealed that *Phf8* mutant mice spend significantly less time in the closed arms and more time in the open arms, supporting the notion that loss of *Phf8* leads to a decrease in anxiety (Fig. 2e,f). Although we failed to detect a significant difference between *Phf8* KO and WT mice using a third anxiety test, the light-dark box assay^24^ (Fig. 2g–i), our results suggest an unexpected involvement of *Phf8* in conferring resilience to anxiety in a variety of anxiogenic situations.

Anxiety and depression are regulated by overlapping pathways^25^ and both conditions show a significant degree of comorbidity^26^. We therefore probed whether *Phf*8 KO mice also exhibit an anti-depressive phenotype. We first employed a forced swim assay, an acute stress assay which involves placement of the mouse into a water-filled beaker in order to measure immobility time and the latency before the animal first becomes immobile (Fig. 3a). In this assay, latency to immobility directly correlates with an antidepressant response, whereas the amount of time spent immobile inversely correlates with an antidepressant response^27^. We observed that *Phf8* KO mice spend significantly less time immobile than their WT counterparts (Fig. 3b). Moreover, *Phf8* KO animals display a striking increase in latency before the first period of immobility (Fig. 3c). However, *Phf8* KO mice did not show significant differences compared to controls in immobility time in an alternative acute stress assay, the tail suspension test^27^ (Fig. 3d–f). Thus, we subjected *Phf8* KO mice to a chronic social defeat stress paradigm, which represents an independent, robust measurement of depressive behaviour^28^. In brief, experimental mice are subjected to social defeat by exposure to an aggressive mouse over a 10-day training period. Subsequently, experimental mice are placed into a new cage containing a novel mouse (Fig. 3g). The amount of time the experimental mouse spends interacting with or avoiding the novel mouse serves as a readout for social avoidance, which has been correlated with several other depression-related behavioural abnormalities^28^,^29^. Defeated WT mice showed the expected social avoidance behaviour, as determined by less time spent in the interaction zone and more time spent in the corners when compared to an undefeated WT animal (Fig. 3h,i). In contrast, *Phf8* KO mice did not display any signs of avoidance behaviour following social defeat, spending a comparable amount of time in the interaction zone and corners as undefeated *Phf8* KO and WT animals. Altogether, these data indicate that *Phf8* KO mice have a remarkable resiliency to anxiety- and depression-like behaviours using several independent stress-inducing paradigms, thus uncovering a biological role for PHF8 not previously associated with this histone demethylase.

### Molecular defects in the prefrontal cortex of *Phf8* ^*−/y*^ mice

To understand the molecular and cellular basis for the observed behavioural phenotype, we first determined *Phf8* expression patterns in the brain. In adult mice, PHF8 protein is present across forebrain neurons of the entire neocortex, the hippocampus and the ventral striatum (Fig. 4a–c). 

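RNA-sequencing of the brain comprised 3 WT and 3 KO samples each of prefrontal cortex (PFC) and ventral striatum (STR). They were taken at 2 months of age according to the sample labels. As for the cultured cells, the authors aligned the reads with STAR to mm10/GRCm38 and deposited raw HTSeq counts per gene of Ensembl release 75. The total counted on genes ranged from 5898286 to 10148073 in WT (median 8277197) and from 7534883 to 8316647 in KO PFC samples (median 8143784). In STR it ranged from 7247415 to 8594441 in WT (median 7520821) and from 7159094 to 7729170 in KO samples (median 7599705). Reads aligned to more than one place were 7.62% to 8.90% of the reads in PFC and 8.01% to 8.61% in STR, and the 10 genes with the most counts took 0.803% to 0.946% of the counts of a sample. The paper's text names edgeR and an FDR under 0.05, and does not name the edgeR test or a filter on low counts. Each region was therefore tested with edgeR's quasi-likelihood test on the genes that passed edgeR's expression filter, 15364 in PFC and 15476 in STR. In counts simulated at these depths with a spread that follows mean expression, that test recovered all genes changed 2-fold in both regions, and of the genes changed 1.5-fold it recovered 98% in PFC and 88% in STR. In each simulation the 200 genes changed were drawn from those at or above the median of mean expression. Recovery among less expressed genes was not measured. Of the genes called, 2.94% in PFC and 2.08% in STR were simulated as unchanged. Where the simulated spread also varied from gene to gene, it again recovered all genes changed 2-fold, and 95% and 81% of those changed 1.5-fold, and 10.6% of the genes called in PFC and 5.24% in STR were genes simulated as unchanged. *Phf8* fell by 1.37 on the log2 scale in PFC (SE 0.13, FDR 0.00193 in the edgeR test), from 47.5 ± 4.19 CPM (SD, n = 3) to 18.4 ± 3.60 CPM (SD, n = 3). In STR it also fell by 1.37 (SE 0.15, FDR 0.0956 in the edgeR test), from 53.6 ± 3.50 CPM (SD, n = 3) to 20.7 ± 4.70 CPM (SD, n = 3). This fall of more than 2-fold missed the threshold, unlike the simulated 2-fold changes, so the simulated recovery did not hold for it. For STR the FDR of *Phf8* was 0.0327 with the replicate block and 9.6e-05 with no filter in the same edgeR test, 7.0e-12 in edgeR's exact test and 1.2e-10 in DESeq2.

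**Figure D2:**
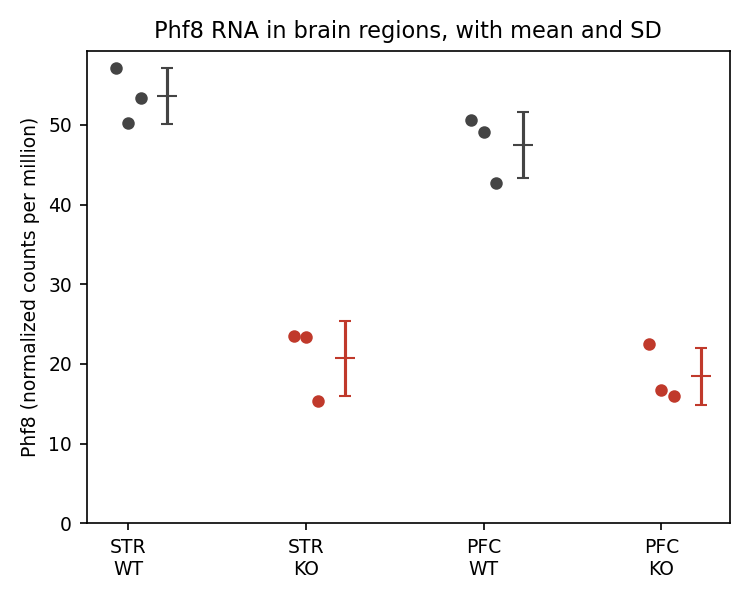
*Phf8* RNA in each STR and PFC sample, in normalized CPM on the vertical axis, by region and genotype on the horizontal axis. Points are samples and bars are the mean and SD. Every KO sample lies below every WT sample of its region, with means of 47.5 in WT and 18.4 in KO PFC and of 53.6 in WT and 20.7 in KO STR.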

Considering that altered gene expression in each of these structures has previously been linked to resiliency to depression^30^,^31^,^32^, we performed RNA-sequencing on the ventral striatum and prefrontal cortex of *Phf8* KO and WT animals. Unlike global expression analysis of ESC and NPC samples, which failed to show a separation of *Phf8* KO and WT samples (Supplementary Fig. 2), we found that the transcriptomes of prefrontal cortex and ventral striatum samples cluster by genotype using unsupervised hierarchical clustering (Fig. 5a). 

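The 12 brain samples were clustered as the methods describe, with ward.D2 on RPKM values of the genes with an FDR under 0.05 in PFC or STR. These were 98 genes in edgeR's quasi-likelihood test, all from PFC, of which 96 had a gene length. Divided into 4 branches, the tree held the 3 WT PFC samples in one branch, the 3 KO PFC samples in another, STR KO replicate 1 alone, and the other 5 STR samples together. The adjusted Rand index against the 4 groups was 0.639. It was 1 with a distance of 1 minus Pearson's r, 0.753 with log2(RPKM + 1) values, 0.639 with average linkage, 0.353 with all genes that passed the filter and 0.255 with the 500 most variable genes. The genes were selected for a difference between WT and KO in PFC. When each of the 10 ways of dividing the 6 PFC samples into 3 and 3 was given the 98 genes with the smallest p-values for that division, all 10 were separated by their own genes. With all expressed genes and a division into 2 branches, the index within PFC was 0 and within STR 0.324.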

A comparison of differentially expressed genes between *Phf8* KO and control samples further revealed 73 upregulated and 169 downregulated genes within the prefrontal cortex, and 79 upregulated and 18 downregulated genes within the ventral striatum with a FDR<0.05 (Fig. 5b; Supplementary Fig. 6a).

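In PFC, 25 genes were up and 73 down in KO samples with an FDR under 0.05 in edgeR's quasi-likelihood test, and 727 genes up and 998 down had an unadjusted p-value under 0.05. In STR, 0 genes were up and 0 down with an FDR under 0.05, the smallest FDR being 0.0956 for *Phf8*, and 878 genes up and 468 down had an unadjusted p-value under 0.05. The counts moved with the test, the filter and the samples included. edgeR's likelihood ratio test gave 141 genes up and 247 down in PFC and 75 up and 19 down in STR, and edgeR's exact test gave 136 up and 239 down in PFC and 83 up and 21 down in STR. DESeq2 gave 64 up and 132 down in PFC and 38 up and 15 down in STR, and the quasi-likelihood test with no filter gave 137 up and 242 down in PFC and 18 up and 9 down in STR. With the criterion of a log2 fold change beyond 1 in either direction as well, 3 genes were up and 15 down in PFC. With the replicate number taken from the labels as a block, 46 genes were up and 94 down in PFC and 6 up and 2 down in STR. Deviations from the genotype means correlated across genes at a mean r of 0.0247 between PFC samples with the same number and -0.0124 between different numbers, and at 0.0588 and -0.0296 in STR, so the numbers hardly pair the samples. With each PFC sample left out in turn, 0 to 39 genes were up and 2 to 115 down. By the smallest adjusted p-values, the leading genes up in PFC were *Pcdh19* (log2 fold change 0.66, FDR 0.00472), *Glra2* (0.66, FDR 0.0139) and *Rxfp1* (0.64, FDR 0.0182), and the leading genes down were *Thbs4* (-2.13, FDR 4.8e-04), *Phf8* (-1.37, FDR 0.00193) and *Mog* (-0.95, FDR 0.00369), all from the edgeR test. Only genes with every KO sample on one side of every WT sample could be named as leading genes, so their separation is not a result. The difference in the effect of genotype between the 2 regions had an FDR under 0.05 for 1 gene, *Rxfp1*, and 1027 genes had an unadjusted p-value under 0.05. That count was 1 with the replicate block, 2 with no filter and 19 with DESeq2, and 12 with same-numbered PFC and STR samples of a genotype taken as one animal, an alternative chosen after seeing the data.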

To assess whether any particular biological processes are associated with the dysregulated genes in *Phf8* KO cells, we next applied gene ontology (GO) analysis on the up- and downregulated gene sets (GOTERM_MF; >1.4 fold change; FDR<0.05; Fig. 5c). We found that ‘Neurotransmitter Receptor activity', ‘Serotonin Binding' and ‘Amine Binding' were the top-enriched categories when considering upregulated genes in the prefrontal cortex (Fig. 5c), which is in agreement with the notion that serotonin signalling plays an important role in modulating anxiety and depression^33^. 

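GO annotation was not used here, and families of receptor genes listed before the data were examined stand in for the GO categories. At an FDR under 0.05 and a change of more than 1.4-fold, 19 genes were up in PFC in edgeR's quasi-likelihood test. Of the 11 serotonin receptor genes among the 15364 genes tested, 1 was among these 19, *Htr1a* (odds ratio 84.9, two-sided Fisher's exact p = 0.0135). Of 81 neurotransmitter receptor genes tested, 2 were among them, *Glra2* and *Htr1a* (odds ratio 22.7, two-sided Fisher's exact p = 0.00443). The p-values take genes as independent, and each rests on 1 or 2 genes. The counts moved with the test that calls the genes and with the fold-change cutoff. With DESeq2, 3 serotonin receptors (*Htr1a*, *Htr1b* and *Htr2a*, Fisher's exact p = 1.8e-06) and 4 neurotransmitter receptors were up, and with edgeR's exact test, chosen after seeing the data, 4 and 7 were up. At a 2-fold cutoff 0 genes of either family were up. Over all 11 serotonin receptors tested, 9 were higher and 2 lower in KO samples, with 4 at an unadjusted p-value under 0.05.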

GO analysis of differentially expressed genes from the ventral striatum revealed categories related to synaptic transmission (Supplementary Fig. 6b). However, a number of top differentially expressed genes between *Phf8* KO and WT striatal samples, notably *Oxt* and *Avp*, could not be validated by qRT-PCR using additional mice, suggesting that some of these initially observed differences were the result of contamination from the hypothalamus (Supplementary Fig. 6c and d). 

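*Oxt* and *Avp* encode the neuropeptides oxytocin and vasopressin and lie next to each other on chromosome 2 of GRCm38, *Oxt* from 130576173 to 130577054 and *Avp* from 130580620 to 130582554. In STR, *Oxt* had a log2 fold change of 4.61 (SE 1.17, FDR 0.414 in edgeR's quasi-likelihood test) and *Avp* of 4.69 (SE 1.47, FDR 0.463). Other settings changed these calls: with the replicate block the FDR was 0.0187 for *Oxt* and 0.102 for *Avp* in the same edgeR test, in DESeq2 it was 0.0167 and 0.0774, and in edgeR's exact test it was 3.7e-04 and 0.00579. *Oxt* was at 1.15, 0.803 and 0.415 CPM in WT replicates 1 to 3 and at 45.9, 11.3 and 3.03 CPM in KO replicates 1 to 3. *Avp* was at 1.73, 0.803 and 0.554 CPM in WT and at 72.7, 7.13 and 2.89 CPM in KO replicates. A list of hypothalamic marker genes written before the data were examined was higher in KO than in WT samples by 1.08 on the log2(CPM + 0.5) scale (two-sided exact permutation p = 0.1, the smallest that 3 samples against 3 allow). Without *Oxt* and *Avp* the difference was 0.75, and without KO replicate 1 it was 0.51. With the replicate number as a block the difference was 1.08 (two-sided exact sign-flip p = 0.25, the smallest that 3 pairs allow). Across the 6 samples, the mean of *Oxt* and *Avp* correlated with the mean of the other hypothalamic markers (Pearson's r = 0.939, exact permutation p = 0.00556, and Spearman's rho = 0.943, exact permutation p = 0.0167). Without the 2 samples farthest from the median, r was 0.644, so the relation rests largely on those samples. With 2 such relations computed in all, the Benjamini-Hochberg adjusted p-values were 0.0111 for r and 0.0333 for rho. *Otp*, a hypothalamic transcription factor, was at 20.7 CPM in KO replicate 1 and at most 0.575 CPM in every other STR sample, and *Sim1* was at 6.20 CPM in KO replicate 1 and had no counts in the others. From the failure of such genes to replicate in additional mice, the paper proposes that some of the differences came from hypothalamic tissue in the dissected samples.

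**Figure D3:**
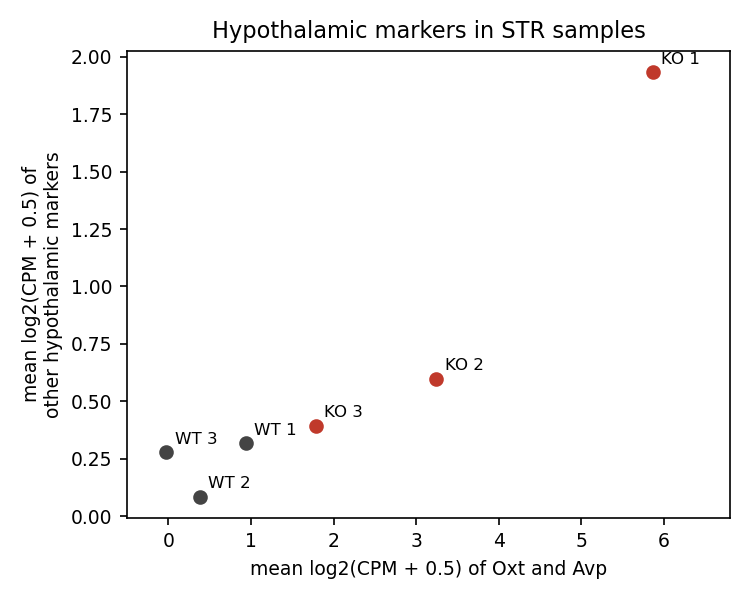
Hypothalamic marker genes in each STR sample. The horizontal axis is the mean of *Oxt* and *Avp* and the vertical axis the mean of the other markers, both in log2(CPM + 0.5), and each point is a sample labelled by genotype and replicate. KO replicate 1 is highest on both axes, at 5.86 and 1.93, and KO replicate 2 is next, at 3.25 and 0.60.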

Given the cleaner expression data of the prefrontal cortex and the well-established link between serotonin signalling and depression, we focused on the molecular mechanisms by which *Phf8* may perturb serotonin signalling in the prefrontal cortex in the remainder of this study.

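The biological coefficient of variation estimated by edgeR, the spread between samples of a genotype beyond counting error, was 8.52% in PFC and 11.1% in STR. With the replicate block it was 8.00% in PFC and 10.3% in STR. The hypothalamic marker list differed between KO and WT by 0.05 on the log2(CPM + 0.5) scale in PFC (two-sided exact permutation p = 0.7), against 1.08 in STR.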

### PHF8 directly regulates serotonin receptors in the neocortex

Inspection of differentially expressed genes in the prefrontal cortex of *Phf8* KO mice revealed upregulation of multiple serotonin receptors including *Htr1b, Htr2a* and *Htr1a,* which have previously been linked to anxiety and depressive phenotypes in rodents^34^,^35^,^36^,^37^ (Fig. 5d). 

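*Htr1a* lies on chromosome 13 of GRCm38 from 105443639 to 105448122, *Htr1b* on chromosome 9 from 81628291 to 81633828 and *Htr2a* on chromosome 14 from 74640840 to 74709494. In PFC, *Htr1a* was at 24.3 ± 3.49 CPM (SD, n = 3) in WT and 41.7 ± 5.34 CPM (SD, n = 3) in KO samples, a log2 fold change of 0.78 (SE 0.13, FDR 0.0258 in edgeR's quasi-likelihood test). *Htr1b* was at 14.8 ± 4.34 CPM (SD, n = 3) in WT and 26.1 ± 2.46 CPM (SD, n = 3) in KO samples, a log2 fold change of 0.84 (SE 0.18, FDR 0.0601). *Htr2a* was at 17.7 ± 2.17 CPM (SD, n = 3) in WT and 27.9 ± 3.63 CPM (SD, n = 3) in KO samples, a log2 fold change of 0.65 (SE 0.13, FDR 0.0540). All 3 KO samples were higher than all 3 WT samples for each gene. Under DESeq2 the FDR was 0.00272 for *Htr1b* and 0.0109 for *Htr2a*, and under edgeR's exact test it was 0.00182 for *Htr1b* and 0.00168 for *Htr2a*. With each sample left out in turn, the log2 fold change of *Htr1a* was between 0.67 and 0.89, that of *Htr1b* between 0.64 and 1.02 and that of *Htr2a* between 0.55 and 0.74. The FDR of *Htr1a* was 0.122 without KO replicate 2 and 0.204 without KO replicate 3 in the quasi-likelihood test. With the replicate block, for which the same-numbered PFC samples gave a mean r of 0.0247, the FDR was 0.00753 for *Htr1a*, 0.0630 for *Htr1b* and 0.0489 for *Htr2a*. In STR the log2 fold change of *Htr1a* was 0.54 (SE 0.16, FDR 0.416 in the quasi-likelihood test). The difference in the effect of genotype between PFC and STR had an FDR of 0.981 for *Htr1a*, 0.620 for *Htr1b* and 0.794 for *Htr2a* in edgeR's quasi-likelihood interaction test. A rise specific to PFC was thus not shown. From the upregulation of these receptors, together with measurements in further mice, the paper states that lack of *Phf8* leads to a subtle yet significant misregulation of serotonin signalling in the prefrontal cortex.

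**Figure D4:**
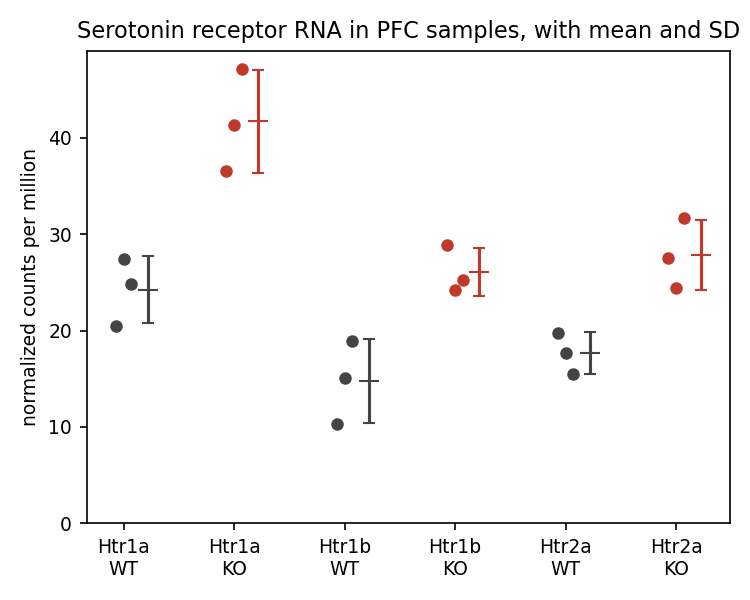
*Htr1a*, *Htr1b* and *Htr2a* RNA in each PFC sample, in normalized CPM on the vertical axis, by gene and genotype on the horizontal axis. Points are samples and bars are the mean and SD. Every KO sample lies above every WT sample for each gene, with means of 24.3 and 41.7 for *Htr1a*, 14.8 and 26.1 for *Htr1b* and 17.7 and 27.9 for *Htr2a* in WT and KO.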

We confirmed upregulation of this serotonin receptor family in an additional cohort of *Phf8* KO mice (*n*=3 for WT and *n*=4 for KO) using RT-qPCR (Fig. 5e), indicating that lack of *Phf8* leads to a subtle yet significant misregulation of serotonin signalling in the prefrontal cortex; we note that other candidates identified by RNA-Seq exhibited more variable expression in these samples (Supplementary Fig. 7a and b).

Given that PHF8 has specificity for repressive histone modifications, direct targets are expected to be downregulated rather than upregulated in the absence of PHF8. We therefore considered the possibility that PHF8 may target a repressor of serotonin receptor expression, thus explaining the observed transcriptional upregulation of *Htr* genes in the absence of PHF8. Towards this end, we surveyed the expression levels of transcription factors that are predicted or known to bind to the promoter and enhancer elements of the *Htr1a* locus based on previous studies^38^. However, none of these candidate factors were differentially expressed between *Phf8* KO and control mice (Supplementary Fig. 8), suggesting that *Htr1a* upregulation is unlikely to be the consequence of an indirect mechanism involving these repressors.

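The paper's text does not name the factors, and Supplementary Fig. 8 was not used here. A list of 16 genes encoding factors known to act at *Htr1a* was written before the data were examined, and it may differ from the paper's. In PFC, 15 of the 16 passed the filter on low counts, and 0 of these had an FDR under 0.05 in edgeR's quasi-likelihood test, with 2 at an unadjusted p-value under 0.05. Their log2 fold changes lay between -0.64 and 0.22, with 8 higher and 7 lower in KO samples. The smallest FDR was 0.196, for *Gata2* (log2 fold change -0.64, SE 0.20), at 9.29 ± 1.95 CPM (SD, n = 3) in WT and 6.09 ± 0.757 CPM (SD, n = 3) in KO samples. In edgeR's exact test 0 of them had an FDR under 0.05 either, and the smallest was 0.117. The mean over the 16 genes differed between KO and WT by -0.06 on the log2(CPM + 0.5) scale (two-sided exact permutation p = 0.3). *Fev* did not pass the filter.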

To explore whether PHF8 may be directly recruited to serotonin receptor loci to suppress their expression, we performed chromatin immunoprecipitation (ChIP) followed by quantitative PCR on the neocortices of *Phf8* KO and WT mice. We observed significant enrichment at the promoters of both *Htr1a* and *Htr2a* as well as at a putative enhancer for *Htr2a*, as defined by an upstream conserved cerebral DNaseI hypersensitivity site (Fig. 6a,b; Supplementary Fig. 9). No significant enrichment of PHF8 was observed within a gene desert, at the promoter regions of the pluripotency and lineage-specific genes *Utf1* and *Mac1* nor at the *Htr* loci of *Phf8* KO mice (Fig. 6b), confirming the specificity of the PHF8 ChIP. Altogether, these data provide evidence that PHF8 is directly recruited to at least these two serotonin receptor loci and likely represses their expression.

To determine whether *Phf8* loss affects histone methylation patterns in the brain, we performed ChIP combined with sequencing (ChIP-Seq) on neuronal chromatin from FACS-sorted NeuN^+^ nuclei^39^ extracted from WT and KO neocortices (*n*=2). Specifically, we analysed H3K9me2 and H3K27me2, which are repressive modifications targeted by PHF8, as well as H3K4me3 and H3K4me1, which are activating marks of promoters and enhancers, respectively. Surprisingly, we did not observe any correlation between differential enrichment for any of these histone modifications and gene expression changes in WT versus KO samples when analysing regions within 3 kb of transcription start sites (TSSs) (Fig. 6c), where PHF8 is expected to bind^11^,^13^,^15^. Likewise, we failed to detect differences in the distribution of these marks when extending our analysis to gene bodies for H3K9me2 and to enhancers^40^ for H3K27me2 and H3K4me1 of differentially expressed genes (Supplementary Fig. 10a,b). GO analyses of promoters (TSS±3 kb), enhancers, and gene bodies that showed differential signals for each of these marks regardless of expression status also did not reveal significant enrichment for any molecular pathways (GOTERM_MF; loci enriched/depleted >2 fold; FDR<0.05). Moreover, analysis of the promoters and gene bodies for *Htr1a, Htr2a* and *Htr1b* did not reveal significant differential enrichment for any of the four analysed histone methyl-marks (Fig. 6d). Altogether, these analyses suggest that PHF8's demethylase function is compensated in the neocortex of adult KO mice and thus cannot explain the observed transcription changes we detected.

## Discussion

We have shown here that targeted deletion of PHF8's catalytic domain is dispensable for normal mouse development and survival to adulthood. These results are surprising as they differ from previous data in zebrafish, which reported craniofacial and brain abnormalities following morpholino-based knockdown of *phf8*. We surmise that differences in our strategies to deplete *Phf8* may account for some of the distinct phenotypes. For example, it is possible that morpholinos targeting *Phf8* also recognized homologous family members, resulting in an exacerbated phenotype. Alternatively, distinct phenotypes between zebrafish and mouse might be caused by species-specific differences or differences in genetic background.

Despite the lack of an obvious phenotype during development and postnatal life of *Phf8* deficient mice, primary cultures established from KO animals (ESCs, NPCs and MEFs) showed a subtle proliferation defect, confirming and extending previous studies using shRNA-mediated knockdown of *Phf8* in transformed cell lines^11^,^13^,^14^,^15^. However, considering that *Phf8* KO mice do not show any apparent growth deficits, we hypothesize that the proliferation defects of cultured cells are effectively compensated for during development and in the adult.

While *PHF8* mutations have previously been associated with intellectual disability and cleft lip/palate in patients, we failed to obtain evidence for either cognitive or craniofacial abnormalities in *Phf8*-deficient mice maintained on a 129/B6 background. It is worth mentioning that the cleft lip/palate phenotype is not fully penetrant in patients carrying *PHF8* mutations. Moreover, the degree of intellectual disability varies greatly among *PHF8*-deficient patients^6^,^7^,^8^, suggesting that other environmental or genetic factors likely contribute to the manifestation of the disease. It should be informative to backcross *Phf8*-mutant mice onto different genetic backgrounds to test this hypothesis.

Notably, *Phf8* deficient animals display resilience to anxiety- and depression-related behavioural abnormalities, which uncovers a novel biological role for PHF8 not previously associated with this histone demethylase. In agreement with this observation, we find that PHF8 is abundantly expressed in structures of the forebrain that are known to contribute to resilience toward anxiety and depression including the prefrontal cortex, ventral striatum and hippocampus^34^,^35^,^36^,^37^,^41^. Critically, our RNA-Seq and ChIP-qPCR data provide a direct mechanistic link between the lack of PHF8 and elevated expression of serotonin receptors including 5-HT1A, 5-HT1B and 5-HT2A. Multiple lines of evidence suggest that increased expression of these serotonin receptors is indeed responsible for the observed resilience phenotype of *Phf8* KO mice. First, SSRIs, which enhance serotonin signalling by inhibiting its reuptake, are among the most commonly prescribed antidepressants and antianxiety medications^42^. Second, patients with depression exhibit a reduced binding potential for the 5-HT1A receptor in the prefrontal cortex and hippocampus and for the 5-HT2A receptor in the prefrontal cortex^43^. Third, postmortem tissue from suicide victims shows reduced *HTR1B* mRNA levels within prefrontal cortex and hippocampus^44^. Fourth, mice deficient for *Htr1a* display increased anxiety- and depression-like behaviours^34^, whereas treatment of rodents with 5-HT1A, 5-HT1B or 5-HT2A agonists have similar anti-anxiety effects^35^,^36^,^37^,^45^.

PHF8's apparent repressive role in regulating serotonin receptor expression may seem counter-intuitive considering its reported function as an activator of transcription. Moreover, our ChIP-seq data did not point towards aberrations of particular histone methylation patterns as a consequence of *Phf8* loss. While we cannot exclude that *Phf8* KO mice exhibit differences in histone methylation in a rare neuronal subpopulation that our ChIP-seq approach was unable to detect, this possibility is unlikely to explain the specific effect *Phf8* loss has on serotonin receptor expression. We note that the repressive effect of PHF8 on serotonin receptor expression in our system is consistent with previous studies, which reported an increase in the expression levels of a subset of direct PHF8 targets on knockdown^13^,^17^. Furthermore, the closely related histone demethylase PHF2, which shares PHF8's specificity toward H3K9me2 (ref. 46), functions as a repressor in some contexts by recruiting the H3K9 methyltransferase Suv39h1 (ref. 47). In addition, a demethylase-independent role in transcriptional regulation has been reported for PHF8 through direct interaction with the core transcriptional machinery^13^. We thus hypothesize that PHF8 functions similarly by recruiting as yet unidentified co-repressors to a subset of target loci including *Htr1a* and *Htr2a*. It will be critical to identify cofactors of PHF8 and their association to specific targets in neuronal cells in the future to better understand PHF8's demethylase-independent function and apparent dual role in gene repression and activation.

Depression and anxiety disorders represent the most common mental disorders in the developed world with respect to years lost to disability^48^, yet patient response to available treatments is often incomplete^49^. A more complete understanding of the mechanisms underlying anxiety and depression is therefore critical to develop more effective treatments. Our results raise the possibility that PHF8 is also involved in controlling anxiety and depression in humans and may thus represent a novel drug target. Preliminary analysis of published ChIP-Seq data^50^ indeed show that *HTR1A* is a direct target of PHF8 in human embryonic stem cells, suggesting conserved mechanisms. While caution is certainly warranted considering *PHF8's* association with intellectual disability, it is plausible that inhibition of PHF8 in the adult modulates anxiety/depression without affecting intellectual capacity.

## Methods

### Generation of *Phf8* knockout mice

A targeting construct containing *Phf8* exons 7 and 8 flanked by *loxP* sites and a neomycin resistance cassette was electroporated into V6.5 ESCs. Electroporated ESCs were selected with G418, picked, and clonally expanded. Integration of the targeting construct was confirmed by Southern blot. Positive clones were electroporated again with a CMV-Cre expression vector, picked, and clonally expanded again. Loop out of exon's 7 & 8 was confirmed by Southern blot and positive clones were injected into E3.5 BDF1 blastocyts and transferred into the uteri of surrogate Swiss Webster mice. The knockout allele was maintained on a mixed C57B6/129SvJae background. All animal experiments were approved by the IACUC committee and conform to the regulatory standards.

### Western blot analysis

Whole cell extract or, for histone analysis, nuclear extract was run on either 10 or 15% SDS–polyacrylamide gel electrophoresis (SDS–PAGE) gels at 150 V until separated and transferred at 4 °C for either 1 h at 80 V (histones) or overnight at 20 V (Phf8) onto a PVDF membrane. Membranes were blocked in 5% milk PBS-T (1 × PBS, 0.1% Tween-20) for 30 min at RT then incubated with primary antibodies for 1 h in block at RT. Membranes were washed in PBS-T, and incubated in the appropriate horseradish-peroxidase-conjugated secondary for 45 min at RT. Membranes were then washed again and visualized using ECL reagents (Pierce). Primary antibodys: Phf8 Abcam ab36068 1:400, H3 Abcam ab1791 1:5,000, H3K9me1 Abcam ab8896 1:500, H3K9me2 Abcam ab1220 1:200, H3K9me3 Abcam ab8898 1:1,000, H3K27me2 Millipore 07-452 1:2,000, H4 Abcam ab17036 1:1,000, H4K20me1 Abcam ab9051 1:1,000, beta Actin-HRP Abcam ab20272 1:8,000. All uncropped blots can be found in Supplementary Fig. 11.

### Southern blot analysis

20 μg of genomic DNA collected from ESCs was digested overnight at 37 °C with 500 U μl^−1^ of StuI (New England Biolabs), then electophoresed on a 0.8% agarose gel at 70 V until separated (6–8 h). The gel was depurinated in 0.5 N HCl for 25 min at RT and quenched in transfer buffer (1.5 M NaCl, 0.5 M NaOH) for 45 min at RT. Samples were transferred to a Hybond-XL membrane (GE Healthcare) via a downward transfer for 14–16 h. The membrane was washed for 15 min at RT in 2 × SSC then blocked for an hour at 65 °C in Hyb buffer (0.5 M NaP_i_, 7% SDS, 1 mM EDTA). Probes (See Supplementary Table 3 for probe primer sequences) were labelled with Prime-IT II Random Primer Labeling Kit (Agilent) and added to membranes in 30 ml of fresh Hyb buffer, hybridization was run overnight. Membranes were washed 2 × with wash buffer (40 mM NaP_i_, 0.1% SDS) for 15 min and 30 min before exposure.

### Proliferation and neurosphere formation assays

For MEFs and ESCs equal numbers of cells were plated into triplicate wells of a six well plate, 20,000 cells per well for MEFs and 5,000 cells per well for ESCs. Wells containing ESCs were gelatinized with 0.2% gelatin to support attachment. Cells were stained with trypan blue and trypan blue negative cells were counted every 3 days.

For neurosphere formation assays, undifferentiated NPCs (CD24^−^EGFR^+^) were sorted and plated at low density to avoid clumping, 10 cells per μl, in low attachment 6-well or 24-well plates. New neurospheres were allowed to grow for 1 week and imaged in brightfield. Sphere diameters were measured in NIS Elements software (Nikon), the shortest possible diameter was recorded for all spheres. Statistical significance was calculated with a 2-tailed student's *t*-test.

### Behavioural analyses

Open field locomotion was monitored in a 40 × 40 × 40 cm^3^ clear plastic arena using a photocell-beam-based detecting system (OmniTech Electronics. Inc). Animals were introduced into the corner of the chamber and allowed free exploration for 20 min individually under standard lighting conditions. Beam breaks were recorded every 5 min as was the total distance travelled and the duration in the centre.

The elevated plus maze (Med Associates Inc) contained a 6 × 6 cm centre square, two open and two closed arms at 35 × 6 cm^2^ each. Closed arms were enclosed with black walls measuring 20 cm in height. Mice were placed in the centre square facing one of the closed arms to begin the assessment. Time spent in each arm was scored by the EthoVision video tracking system (Noldus, Wageningen, The Netherlands).

The light/dark box test was performed in an open field with a black box insert measuring 20 cm L × 20 cm W × 40 cm H, which divided the arena into a light and dark component connected by a small hole. Mice were introduced into the dark chamber and allowed free exploration for 10 min. Duration spent in each chamber was tracked during this time.

For the forced swim assay, animals were placed in a 4L Pyrex beaker 13 cm diameter and 24 cm high filled with 17 cm of 22 °C water. Activity of the animals was tracked for 5 min and latency to first freeze, as well as time spent immobile was assessed by EthoVision.

In the tail suspension test, mice were suspended by the tail with duct tape and videotaped for 5 min. Latency to first freezing and time spent immobile was evaluated with EthoVision software, animals displaying tail climbing behaviour were excluded from the analysis.

In the contextual fear conditioning assay, mice were placed in a fear conditioning chamber measuring 30.5 × 24.1 × 21 cm^3^ (Med Associates, Inc.) for a 7 min training session. During this time three shocks were delivered and the percentage of time freezing before the first shock (baseline) and after each shock was measured. After 24 h, mice were returned to the chamber for a 3 min retrieval testing and percentage of time freezing was measured.

For the radial arm maze test, mice were placed in the centre of an 8 armed apparatus, each arm measuring 5 × 50 cm^2^ with 30 cm high walls. Mice were assessed for four consecutive days and each day the test was continued until all eight arms had been visited at least once. A mistake was defined as a repeated entry into an already visited arm. Total mistakes during a session were measured.

For the chronic social defeat stress assay, mice were subjected to 7 min social defeat by a novel CD1 aggressor, after which time they were housed together across a plexiglass divider allowing for sensory contact for the rest of the day. This process was repeated daily for 10 days. Control mice were housed in cages separated from other control mice and were rotated to a different cage daily. After 24 h of the last manipulation, experimental and control mice were placed in an arena 44 × 44 cm^2^ containing a novel CD1 mouse within a Plexiglas/wire mesh enclosure measuring 10 × 6 cm against one wall of the arena. Time spent in the 14 × 26 cm^2^ interaction zone around the enclosure and time spent in the opposite corners was quantified using EthoVision software.

### Immunofluorescence analysis

Animals were anesthetized with avertin before transcardial perfusion with 20 ml cold 4% PFA in PBS. Brains were dissected and post-fixed 14–16 h in 4% PFA PBS following which they were cryoprotected in 30% sucrose PBS. Cryoprotected brains were frozen in OCT on dry ice and 30 micron floating sections were cut using a Leica cryostat. Floating sections were washed in PBS 0.3% triton 15 min at RT, then blocked in 0.3% triton, 10% normal donkey serum and PBS for 2 h at RT. Sections were incubated with primary antibodies overnight at 4 °C in PBS 0.3% triton. Sections were washed 3 × 15 min in PBS and incubated with Alexa488, Alexa546 or Alexa647 conjugated secondary antibodies in PBS for 2 h at RT. Sections were washed 3 × 15 min in PBS with DAPI added to the second wash and mounted in Prolong Gold Antifade (Life Technologies) for imaging. Primary antibodies: Phf8 Abcam ab191386.

### Data analysis & statistics

A student's two-tailed *t*-test was used to determine statistical significance. Samples were considered significantly different if *p*<0.05. Normality was tested and confirmed with the D'Agostino & Pearson Normality test. Sample size for behavioural experiments was chosen based on animals used to achieve sufficient statistical power in previously published studies. Behavioural experiments were not blinded with the exception of the chronic social defeat stress assay. Additional statistical methods relevant to the analysis of deep sequencing is described in the following sections.

### Bioinformatic analyses of RNA-seq data

Data was aligned with the splace-aware alignment program STAR (http://bioinformatics.oxfordjournals.org/content/early/2012/10/25/bioinformatics.bts635) to map the sequencing reads to a mouse reference genome (assembly mm10/GRCm38). Gene expression counts were calculated using the program HTSeq (http://www-huber.embl.de/users/anders/HTSeq/doc/overview.html) based on a current Ensembl annotation file for mm10/GRCm38 (release 75). We then used the R package ‘edgeR' (https://bioconductor.org/packages/release/bioc/html/edgeR.html) to make differential gene expression calls from these counts according to the following criteria: gene expression was considered to be UP-regulated if log2 FC>+1 or DOWN-regulated if the log2 FC<−1 (FC=fold-change of CPM) with respect to the conditions being compared at an arbitrary false discovery rate (FDR) value<0.05. GO analysis was performed using DAVID (https://david.ncifcrf.gov/) for ‘GO Molecular Function.'

### Hierarchical clustering

Heatmaps/dendrograms of the 12 samples were constructed using RPKM expression values of all genes for PFC and STR samples which registered an FDR<0.05 for differential expression. Heatmaps were created using the ‘heatmap.2 function from the gplots package for R′ (http://www.inside-r.org/packages/cran/gplots/docs/heatmap.2) in conjunction with the hierarchical clustering option ‘ward.D2.'

### RNA preparation for sequencing and RT-qPCR

RNA from ESCs, NPCs, the prefrontal cortex or the ventral striatum was purified using an RNeasy kit (Qiagen) and including the optional DNase digest step. For sequencing, quality of RNA was assessed using an Agilent RNA 6000 Nano kit. For library preparation, Illumina TruSeq RNA Sample Prep Kit was used with 1 μg of sample RNA. Library quality was again assessed with the BioAnalyzer Agilent High Sensitivity DNA kit. Bar-coded libraries were then pooled at equimolar concentration and sequenced on an Illumina HiSeq 2000.

For RT-PCR, 500 ng of purified RNA was used for an RT reaction with the Transcriptor First strand cDNA synthesis kit (Roche). cDNA reactions were heat inactivated, diluted 1:10–1:50 and analysed by qPCR on a Roche LightCycler 480 with a Brilliant III Ultra-Fast SYBR Green kit (Agilent). See Supplementary Table 3 for primer sequences.

### Chromatin immunoprecipitation

For PHF8 ChIP-qPCR experiments, the cortex was dissected from adult mice (∼2 months old) homogenized to a single-cell suspension using a dounce homogenizer in ice cold PBS. The suspension was filtered and treated with 1.5 mM EGS (ethylene glycolbis(succinimidylsuccinate)) for 25 min at RT in PBS, crosslinking was continued with the addition of 1% formaldehyde for 10 min at RT. Crosslinking was quenched by adding 0.125 M glycine 10 min RT. Samples were washed with PBS and lysed in 50 mM Tris–HCl pH 8.0, 1% SDS, 4 mM EDTA with protease inhibitor cocktail (Roche complete mini) on ice for 20 min. Lysed samples were sonnicated 10 min total sonication time, in a bioruptor with pulses of 30 seconds on, 30 seconds off then cleared by spinning at max in a tabletop centrifuge for 10 min at 4 °C. Samples were diluted 5 × with dilution buffer (165 mM NaCl, 0.01% SDS, 1.1% Triton-X, 1.2 mM EDTA, 16.7 mM Tris–HCl pH8.0). Samples were precleared with 20 μl streptavidin-agarose beads for 2 h at 4 °C. Around 10% was removed for input and the remainder incubated with 5 μg of primary antibody (Phf8 Abcam ab36068 lot# GR176758 or Rb IgG Abcam) overnight at 4 °C. 8ul of protein-G Dynabeads (Life Technologies) were added to each sample and incubated 2 h at 4 °C. Beads were collected on a magnet and washed 1 × with dilution buffer, 2 × with low salt buffer (150 mM NaCl, 0.5% Sodium deoxycholate, 0.1% SDS, 1% IGEPAL, 1 mM EDTA, 50 mM Tris–HCl pH 8.0), 4 × with high salt buffer (500 mM NaCl, 0.5% Sodium deoxycholate, 0.1% SDS, 1% IGEPAL, 1 mM EDTA, 50 mM Tris–HCl pH 8.0), and twice with TE. All wash buffers contained complete mini protease inhibitor (Roche). Samples were eluted with two rounds of constant vortexing for 10 min in 50ul elution buffer (1% SDS, 100 mM sodium bicarbonate) then brought to a final concentration of 0.3 M NaCl and incubated overnight at 65 °C. Samples were brought to final concentration of 50 mM Tris–HCl pH 6.8, 10 mM EDTA and treated with proteinase K for 1 h at 55 °C then purified with a PCR purification kit (Qiagen). Samples were eluted in water and diluted 1:3 for analysis in qPCR with a Brilliant III Ultra-Fast SYBR Green kit (Agilent) on a Roche LightCycler 480. See Supplementary Table 3 for primer sequences.

ChIP-seq on neuronal chromatin was performed as described previously^39^. Briefly, neocortices were isolated from 2 WT & 2 KO littermates and pooled before nuclei isolation by ultracentrifugation through a sucrose gradient. Neuronal nuclei were purified by immunotagging with a FITC conjugated NeuN antibody before FACS-sorting. Sorted nuclei were MNase digested and ChIP was performed with anti-H3K4me1 (Abcam ab8895), H3K4me3 (Millipore 17-614), H3K27me2 (Millipore 07-452) and H3K9me2 (Abcam ab1220). ChIP libraries were prepared with Illumina TruSeq ChIP Library Prep Kit and sequenced on an Illumina HiSeq 2000.

### Bioinformatic analyses of ChIP-seq data

Sequencing was performed on an Illumina HiSeq 2500 instrument, resulting in approximately 30 million paired-end 50 bp reads per sample on average. Reads were aligned against the mm10 mouse genome build using BWA (ref. 52). For analysis of enhancer regions, alignments against the mm9 build were used. All alignments were filtered for uniquely mapped reads and alignment duplicates were removed. Input-normalized coverage tracks were generated using deepTools version 2.0.1 (ref. 51).

To analyse the epigenetic consequences of the Phf8 knock-out, input-normalized coverages for the marks of interest (H3K4me1, H3K4me3, H3K9me2, H3K27me2) were compared over all transcriptional start sites (TSS)±3 Kb windows and gene bodies. Phf8-dependent changes in mark deposition were further compared against changes in gene expression in the knockout.

### Data availability

RNA-seq and ChIP-seq data have been deposited in the Gene Expression Omnibus database under accession code GSE90020. The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author on reasonable request.

## Additional information

**How to cite this article:** Walsh, R. M. *et al*. *Phf8* loss confers resistance to depression-like and anxiety-like behaviors in mice. *Nat. Commun.* **8,** 15142 doi: 10.1038/ncomms15142 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information Supplementary Figures, Supplementary Tables.

## Figures and Tables

**Figure 1:**
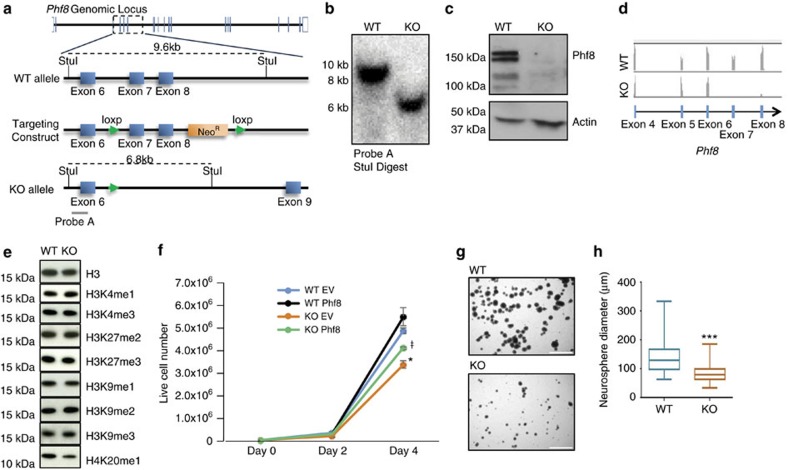
Generation and *in vitro* characterization of a *Phf8* null allele. (**a**) Diagram of the *Phf8*locus around exons 7 and 8 for wild type (WT) (top), targeted (middle) and knockout (KO) (bottom) alleles. (**b**) Southern blot analysis confirms deletion of exons 7 and 8 of *Phf8* in embryonic stem cells (ESCs) using StuI digest and probe A (see panel A). (**c**) Western blot analysis confirms loss of Phf8 protein in KO ESCs. (**d**) RNA-seq tracks from *Phf8* KO and WT ESCs show absence of reads for deleted exons 7 and 8 in KO sample. (**e**) Western blot analysis detecting indicated histone modifications in *Phf8* KO ESCs. (**f**) Growth curve for *Phf8* WT and KO ESCs transduced with either empty vector control (EV) or full length Phf8 cDNA (Phf8) lentiviral vectors. Error bars=s.e.m. *=*p*<0.05 for WT EV and KO EV. ^ŧ^=*p*<0.05 for KO Phf8 and KO EV (Student's *t*-test, two-tailed). (**g**) Representative images of *Phf8* WT and KO neurosphere cultures grown for 1 week from single cell suspensions. Scale bar: 750 μm (**h**) Quantification of neurosphere diameter 1 week after plating of single cell suspension. *=*p*<0.05, ^***^=*p*<0.001 (Student's *t*-test, two-tailed).

**Figure 2:**
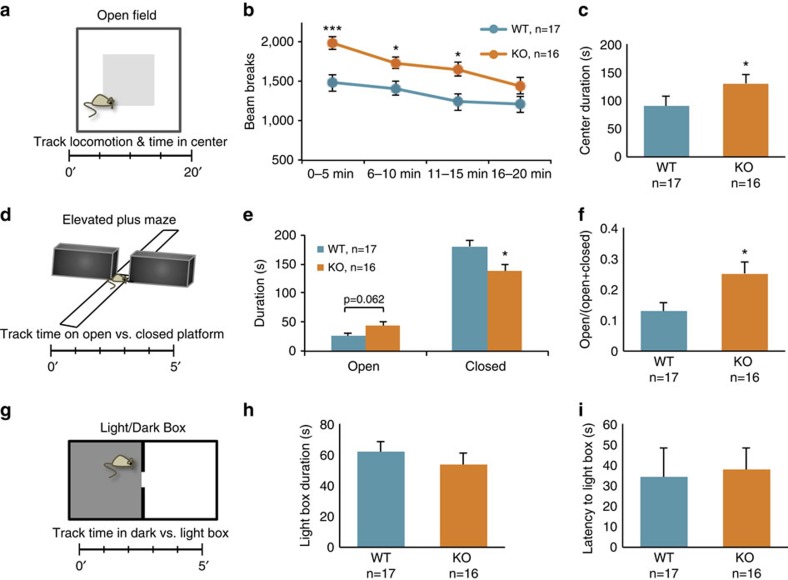
Loss of *Phf8* confers resilience to anxiety. (**a**) Diagram of open field test. Mice are placed in an open, lit chamber and locomotion and time spent in the centre are monitored for 20 min. (**b**) Locomotion as quantified by sensor beam breaks within the open field chamber. (**c**) Time spent in the centre by *Phf8* WT and KO mice. (**d**) Diagram of the elevated plus maze assay. Mice are placed in the centre of an elevated maze containing two open and two enclosed arms; time spent on each arm is monitored for 5 min. (**e**) Quantification of time spent by *Phf8* WT and KO mice on each arm during the elevated plus maze assay. (**f**) Quantification of the fraction of time spent in the open arms over the total time for each genotype. (**g**) Scheme for light/dark box assay. Mice are placed in a container containing an enclosed ‘dark' half and an open ‘light' half. Time spent in either half is measured over a 5-min period. (**h**) Quantification of results from the Light/Dark box assay; the total time spent in the anxiogenic light box is shown. (**i**) Latency to first entry to the light box in the Light/Dark box assay is shown. Error bars=s.e.m. *=*p*<0.05, ^***^=*p*<0.001 (Student's *t*-test two-Tailed).

**Figure 3:**
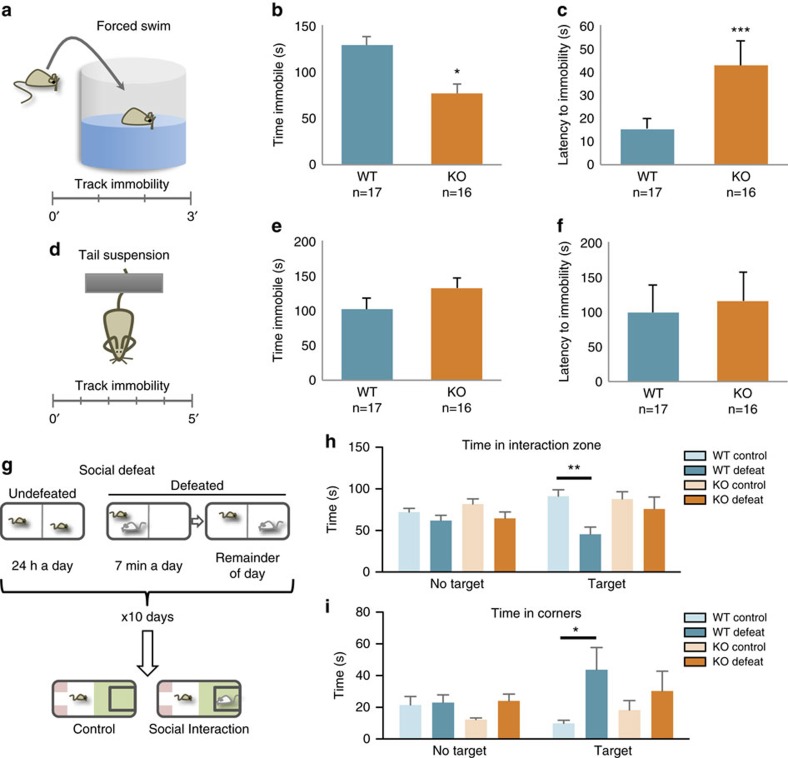
*Phf8* deficient mice are resilient to depression. (**a**) Experimental setup for forced swim assay. Mice are placed in a platform-less beaker filled with water and subsequently monitored for 3 min. (**b**) Time spent immobile in forced swim assay. (**c**) Latency to first immobility in forced swim assay. (**d**) Tail-suspension assay diagram. Mice are taped, suspended by the tail and their immobility is monitored for 5 min. (**e**) Time immobile in a tail suspension assay. (**f**) Latency to first immobility for tail suspension assay (**g**) Experimental design of social defeat assay. Experimental mice are subject to social defeat by exposure to an aggressive mouse over a 10-day training period, then placed with a novel mouse and time spent in the interaction zone (green) versus opposite corners (red) is quantified. (**h**) Time spent in interaction zone for social defeat assay. Control: no social defeat during training phase, No target: no novel mouse in experimental phase, Target: novel mouse in experimental phase. (**i**) Time spent in corners during social defeat assay. WT control no target *n*=10, WT defeat no target *n*=9, KO control no target *n*=10, KO defeat no target *n*=10, WT control target *n*=10, WT defeat target *n*=7, KO control target *n*=10, KO defeat target *n*=9. Error bars=s.e.m. *=*p*<0.05, ^**^=*p*<0.01 (Student's *t*-test, two-tailed).

**Figure 4:**
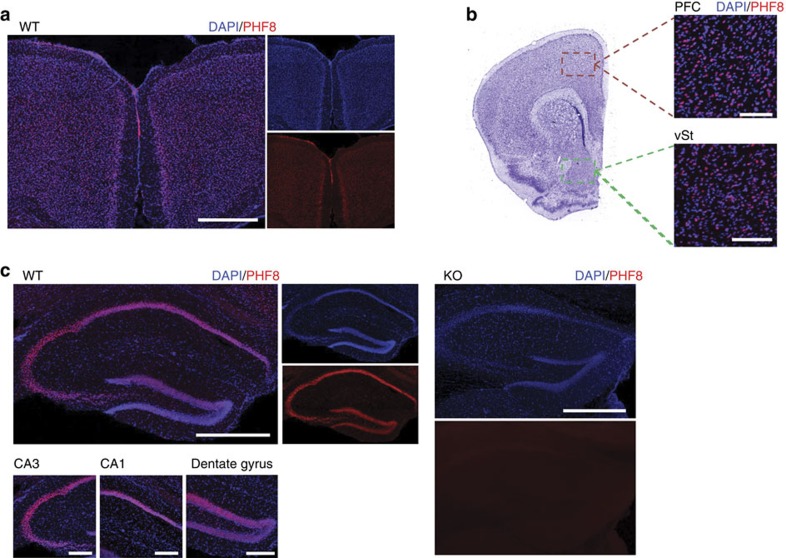
Characterization of Phf8 expression in brain regions relevant to anxiety and depression. (**a**) PHF8 expression (red) in the neocortex. Note that PHF8 is most strongly expressed in layer V, although it is also detectable in layers II/III. Scale bar, 500 μm. (**b**) Expression of PHF8 in the prefrontal cortex (PFC) and ventral striatum (vSt) Scale bar, 100 μm. (**c**) PHF8 expression in the dorsal hippocampus of WT (left) mice, no signal is detected in the KO control (right). PHF8 appears broadly expressed throughout the hippocampus. Top scale bar (whole hippocampus), 500 μm. Bottom scale bar (CA3, CA1, DG), 200 μm.

**Figure 5:**
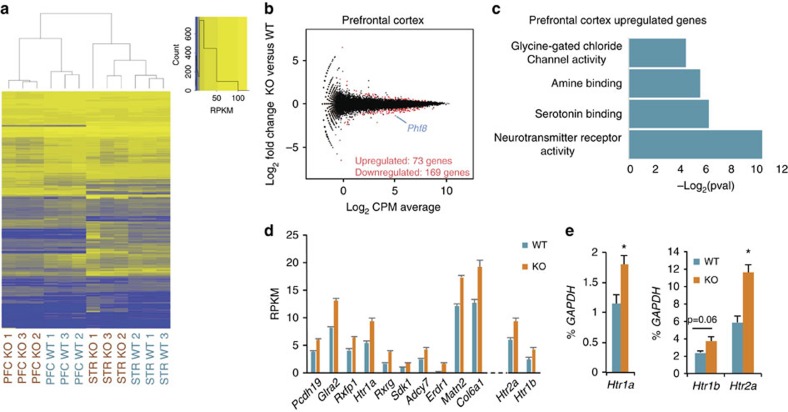
Loss of *Phf8* in the prefrontal cortex causes misregulation of serotonin receptors. (**a**) Unbiased hierarchical clustering and heatmap for differentially expressed genes between *Phf8* WT and KO prefrontal cortex and ventral striatum. (**b**) Mean Average plots comparing *Phf8* WT and KO RNA-seq data from prefrontal cortex. Differentially expressed genes (*p*<0.05, FDR<0.05) between WT and KO for each sample set are shown in red. (**c**) Gene ontology (GO) molecular function analysis (GO database released 2016-09-24) of the differentially expressed (upregulated and downregulated) gene sets from the prefrontal cortex (1.4 fold cutoff, FDR<0.05). The negative log_2_ of the Bonferroni corrected *p* value is displayed along the *x*-axis for all categories for which *p*<0.05. Enrichments for each category: Neurotransmitter Receptor Activity 6/93, Serotonin Binding 3/11, Amine Binding 3/13, Glycine Gated Channel Activity 2/2. (**d**) RNA-seq expression data of the top 10 most significantly differentially expressed genes in the prefrontal cortex ranked in order of descending *p* value, note the presence of the *Htr1a* serotonin receptor. Also shown (out of rank order) are the serotonin receptors *Htr2a* and *Htr1b*. (**e**) RT-qPCR analysis confirms upregulation of *Htr1a, Htr1b* and *Htr2a* expression in the prefrontal cortices of an independent set of mice (WT: *n*=3, KO: *n*=4). Error bars=s.e.m. *=*p*<0.05 (Student's *t*-test, two-tailed).

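In edgeR's quasi-likelihood test of PFC, 1 of the 10 genes with the smallest p-values was up in KO samples and 9 were down. Of the genes shown in Fig. 5d, 9 were compared here apart from *Htr1b* and *Htr2a*. Of these, 1 was among the 10 smallest p-values and 8 were among the 10 smallest p-values of the genes up. The log2 fold changes were 0.66 for *Pcdh19* (FDR 0.00472), 0.66 for *Glra2* (FDR 0.0139), 0.64 for *Rxfp1* (FDR 0.0182) and 0.53 for *Matn2* (FDR 0.0215), all from the edgeR test. They were 0.78 for *Htr1a* (FDR 0.0258), 0.78 for *Adcy7* (FDR 0.0258), 0.59 for *Col6a1* (FDR 0.0263), 0.81 for *Sdk1* (FDR 0.0263) and 1.11 for *Rxrg* (FDR 0.0277). The standard errors of these 9 values ranged from 0.08 for *Pcdh19* to 0.19 for *Rxrg*, with n = 3 per genotype. *Htr2a* ranked 108 and *Htr1b* 123 by p-value among the 15364 genes tested.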

**Figure 6:**
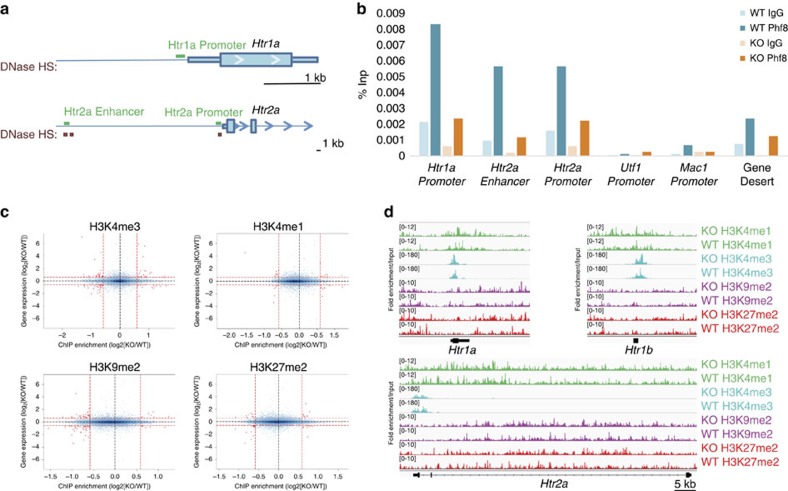
PHF8 directly regulates the serotonin receptors *Htr1a* and *Htr2a.* (**a**) ChIP primers (green bars) selected in promoter and putative enhancers of *Htr1a,* and *Htr2a*. Promoter-specific primers were designed in conserved regions within the first 300 bp of the TSS. Enhancer-specific primers were placed at conserved cerebral DNase hypersensitivity sites (HSs) (Red boxes; ENCODE/University of Washington) upstream of the TSS. For *Htr2a* a putative long range enhancer (∼40 kb) was selected, with *Htr2a* being the closest gene to this site and the next nearest gene being >100 kb away. (**b**) ChIP-qPCR on the neocortex with primers located in conserved regions either ∼200 bp upstream of the TSS (Promoter) or within a putative enhancer for the serotonin receptors. PHF8 occupancy is detected at the *Htr1a* and *Htr2a* loci but not at the promoter of *Utf1*, *Mac1* nor within a gene desert. (**c**) Correlation between differential gene expression (*y*-axis; log_2_[KO/WT]) by RNA-seq and differential histone mark deposition (*x*-axis; log_2_[KO/WT]) at the TSS±3 kb when comparing WT and KO in neocortical neurons. (**d**) Input normalized reads show the fold enrichment of H3K4me1, H3K4me3, H3K9me2 and H3K27me2 at the serotonin receptors *Htr1a, Htr1b* and *Htr2a*.

How the deposited data were processed for this re-analysis (not part of the article)

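RNA was sequenced from 22 samples in 4 tissues or cell types, each with WT and *Phf8* KO samples: ESCs (2 WT and 2 KO), NPCs, ventral striatum (STR) and prefrontal cortex (PFC, each 3 WT and 3 KO). The authors aligned the reads with STAR to mm10/GRCm38 and counted them with HTSeq on the genes of Ensembl release 75, and the deposited values are raw counts per gene, one table per sample, without normalization. The strand setting of the counting and the versions of STAR and HTSeq are not named in the paper's text. Samples were assigned to genotype, tissue and replicate number from their labels. No batch, date or litter is given in the labels used here. No pair of replicates had counts within sampling noise (chi-square per degree of freedom from 1.83 to 37.3), so each sample was counted as 1 replicate. The check can find only repeated counts of the same library. It does not show that the samples came from separate animals or cultures.

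Gene names, positions, lengths and GC content came from GENCODE mouse release 21 (M21) on GRCm38, a later annotation than the authors used. Of 39179 gene identifiers in the deposited tables, 37693 matched it, holding 99.709% of the counts. Genes without a match kept their identifiers and had no length. RPKM and CPM were computed from the counts here and not by the authors.

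WT and KO were compared within each tissue with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with robust estimation, TMM normalization and edgeR's expression filter, without a replicate block. An FDR under 0.05 by Benjamini-Hochberg adjustment was the threshold. The paper names edgeR and this FDR, and its methods also give a log2 fold change beyond 1, which was run as an alternative. Interactions of genotype with tissue were tested over both brain regions and over both cell types. Other settings were DESeq2 1.42.0, edgeR's exact and likelihood ratio tests, RLE size factors, no filter, at least 10 counts in every sample, no robust estimation, both tissues fitted together, each replicate left out in turn, and the replicate number as a block with and without a GC content offset. Clustering was run on RPKM or log2(RPKM + 1), and marker lists were averaged on the log2(CPM + 0.5) scale. Designs and most alternatives were set before the data were examined. Those chosen after seeing the data are named as such.

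Total counts per sample ranged from 5898286 to 15539811. Beside counting error, samples of a genotype differed from each other, and the share of counting error was largest in the KO PFC samples, with a chi-square per degree of freedom of 1.83 to 2.49 where counting error alone gives 1. The effect of depth on the results was not tested. The number of samples limits precision: with 3 samples against 3 an exact test cannot go below p = 0.1. The pipeline was tested on simulated counts drawn from the means and library sizes of the samples, with 200 genes changed and the spreads of the fits without a replicate block. The genes changed were drawn from those at or above the median of mean expression. Drawn with the trended spread, the quasi-likelihood test recovered 18%, 92%, 100% and 100% of the 2-fold changes in ESCs, NPCs, STR and PFC, and 5%, 2.5%, 2.08% and 2.94% of the genes called were unchanged. With that spread the shares unchanged were 5.56%, 2.48%, 2.08% and 3.41% for the exact test and 22.5%, 16.0%, 2.09% and 3.43% for DESeq2. The first simulation drew the spread of each gene separately, and there 51.8%, 12.0%, 5.24% and 10.6% of the genes called by the same test were unchanged. The trended case was added after that result was seen. In the gene-by-gene case the exact test gave 64.4%, 25.9%, 11.6% and 14.0%, and DESeq2 gave 50.8%, 29.7%, 10.5% and 9.72%. The share called in error was thus above the nominal 5% in all 4 comparisons for each of these tests when spreads varied between genes. With the trended spread it was above 5% for DESeq2 in ESCs and NPCs and for the exact test in ESCs. Each case was a single simulated data set, so shares near 5% cannot be told apart from it. Among these are the exact test in ESCs with the trended spread (1 of 18 genes called) and the quasi-likelihood test in STR with the gene-by-gene spread (10 of 191).

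The replicate numbers are shared between WT and KO in the labels. Whether they pair samples was checked by correlating deviations from the genotype means: the mean r between same-numbered samples was 0.888 in ESCs, 0.615 in NPCs, 0.0588 in STR and 0.0247 in PFC.

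Most genes are named in the text by a rule set before the data were examined. It covers every gene the paper names, and genes of the marker lists where their list is discussed. In each comparison it adds the 3 genes up and the 3 down with the smallest adjusted p-values. These are taken among genes with an FDR under 0.05 and every KO sample on one side of every WT sample. *Uba1y*, a Y-linked gene outside the marker list, and *Ppp1r3e* and *Pnp2*, from the chromosome 14 window, fall outside this rule. The window was found while looking at the data. *Erdr1*, shown in Fig. 5d, was not found under that name in the annotation used here and was not analysed under it. Other names of the gene were not checked. The ChIP data, the RT-qPCR and the supplementary figures were not used here, nor was GO annotation, for which receptor families stand in.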

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

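The marker lists and the count of other splits were set before the data were examined. The tests of loss of the Y chromosome, of oligodendrocyte content and of how many lists separate the genotypes by chance were chosen after the result was seen.

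*Rxfp1*, a relaxin receptor gene shown in Fig. 5d, responded differently to genotype in the 2 brain regions. It rose in PFC (log2 fold change 0.64, SE 0.10, FDR 0.0182 in edgeR's quasi-likelihood test), from 40.6 ± 5.03 CPM (SD, n = 3) to 62.7 ± 2.86 CPM (SD, n = 3), and fell in STR (log2 fold change -1.28, SE 0.21, FDR 0.262), from 9.58 ± 1.56 CPM (SD, n = 3) to 3.95 ± 0.457 CPM (SD, n = 3). Every KO sample lay above every WT sample in PFC and below every WT sample in STR. The difference of the log2 fold changes was 1.94 (FDR 0.00155 in edgeR's quasi-likelihood interaction test of 16028 genes), and *Rxfp1* was the single gene past the threshold, with 1027 genes at an unadjusted p-value under 0.05. Of the 32 splits that part all same-numbered pairs in both regions, 6 gave at least as many genes, up to 58, the real split included. Of these 6, 5 divide PFC by genotype and so still carry any effect of genotype in PFC, and of the 24 splits that divide PFC otherwise 1 gave as many, with 2 genes. The splits are thus a weak test of whether 1 gene is more than chance gives, and these data cannot tell. The paper's text does not mention *Rxfp1* in STR, its supplementary figures were not used here, and no biological explanation was tested.

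Among 11 marker lists for tissues, cell types or sex that the paper does not discuss, every KO sample lay on one side of every WT sample in 10 of 44 comparisons of a list with a tissue, where 6.97 are expected by chance. With 3 samples against 3 this happened in 8 of 33 comparisons against 3.3 expected, and in ESCs in 2 of 11 against 3.67 expected. The lists share samples and are not independent, so the comparisons of 3 against 3 were also counted over all 1000 combinations of splits of the NPC, STR and PFC samples with the lists kept together, and 8 combinations, the real one included, gave at least 8 (exact p = 0.008). Chance alone thus seldom gives so many, although this treats the tissues as independent, and PFC and STR samples may share animals. It does not show which of the following differences are more than chance. On the log2(CPM + 0.5) scale, KO minus WT, these were -2.46 for the Y-linked list and -0.082 for the pluripotency list in ESCs, 0.19 for the cortex list and -0.15 for the blood list in NPCs, 0.28 for the choroid plexus list, -0.29 for the blood list and 0.31 for the pluripotency list in STR, and 0.17 for the striatum list, -0.50 for the blood list and -0.55 for the oligodendrocyte list in PFC. The exact permutation p was 0.1 for each comparison of 3 samples against 3, the smallest possible. In NPCs the blood list rests on 2 genes with at most 3 counts per sample. Its separation there, which is among the 8, may be counting noise. The largest differences were looked at further.

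In ESCs, *Ddx3y* was at 71.2 and 62.3 CPM in WT and at 3.82 and 16.6 CPM in KO replicates 1 and 2, and *Eif2s3y* and *Uty* fell in the same way. Of 7 Y-linked genes tested, 4 were lower in both KO than in both WT samples, with *Uba1y*, at 2 to 11 counts per sample, among the 4. The other 3 were at 2.86 CPM or less in every sample. One of them had 24 to 39 counts in each sample and did not fall by a factor like that of *Uty*. *Kdm5d* had 3 counts in WT and 4 in KO replicate 1, too few to show a fall. It had 31 counts in WT and 29 in KO replicate 2. Fibroblast marker genes were higher in replicate 2 of both genotypes, so *Kdm5d* cannot tell what happened in the ESCs themselves. X-linked genes had a median log2 fold change of 0.03, so they were not raised as they would be in female cells. Loss of the Y chromosome in the ESC KO culture may account for the 4 lower genes. The gene with 24 to 39 counts would argue against loss of the whole chromosome only if its reads came from the Y chromosome alone. Whether they did was not checked. A change in the expression of some Y-linked genes was not excluded. With 2 cultures per genotype the difference cannot be told apart from a difference between clones. The Y-linked list differed by 0.52 in NPCs, where WT replicate 1 was low, by -0.21 in STR and by -0.04 in PFC. KO and WT samples overlapped in each.

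In PFC, 4 of the 6 oligodendrocyte genes were among the genes down, and all 6 were lower on average in KO samples. The list was lower in every KO sample (7.38 to 7.46 in mean log2(CPM + 0.5)) than in every WT sample (7.79 to 8.17), and in STR it differed by -0.10 with overlap. Within genotypes, the 69 genes down outside the list followed it with a median r of 0.350, at percentile 99.84 of 10000 random gene sets of matched expression. The same test was then run with all 11 lists, including the hypothalamic list, and the oligodendrocyte list did not stand out. The hypothalamic, choroid plexus and neural progenitor lists were at percentile 100 and the striatum list at 99.96, while the cortex, Y-linked and fibroblast lists were at percentile 0. The blood list, lower in every KO than every WT sample in STR and PFC, was at percentile 92.53 (median r 0.168). The pluripotency list was at 67.97 and the activity list at 9.23. The genes down vary together within genotypes, so the test cannot single out oligodendrocytes. A lower share of oligodendrocyte RNA in the dissected KO samples, by dissection or by a difference in the tissue, may contribute to the genes down, and these data cannot tell whether it does.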

How the results depend on the processing

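All alternatives were set before the data were examined, except where a sentence says that one was chosen after seeing the data, and the cause of each change was not tested. The 14 results fixed by design were recomputed under 143 alternatives in all. They kept their value, their direction or their side of the threshold in 73 of these, moved in 68 and fell below the threshold in 2. A count of genes was taken as kept when it stayed within 1.5 times its main value. Some kept counts thus changed, such as the PFC genes down, from 73 to 51 without robust estimation.

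The counts of genes with an FDR under 0.05 moved with the test, the filter, the replicate block and the samples included. In the quasi-likelihood test, PFC had 25 genes up and 73 down, STR 0 up and 0 down (878 and 468 at an unadjusted p-value under 0.05), ESCs 0 (108 up and 63 down unadjusted), NPCs 1, the comparison of the brain regions 1 and that of the cell types 0 (247 unadjusted). With DESeq2 these were 64 up and 132 down in PFC, 38 up and 15 down in STR, 3 in ESCs, 5 in NPCs and 19 for the comparison of the brain regions. With edgeR's exact test they were 136 up and 239 down in PFC, 83 up and 21 down in STR, 2 in ESCs and 2 in NPCs, and with the likelihood ratio test 141 up and 247 down in PFC, 75 up and 19 down in STR, 1 in ESCs and 2 in NPCs. With no filter they were 137 up and 242 down in PFC, 18 up and 9 down in STR, 2 in NPCs and 2 for the comparison of the brain regions. With both tissues fitted together they were 5 up and 16 down in PFC, 8 up and 5 down in STR and 1 in ESCs. A log2 fold change beyond 1 left 3 up and 15 down in PFC. RLE size factors, at least 10 counts in every sample and no robust estimation kept each of the single-tissue counts within 1.5 times the value above, and the comparison of the cell types stayed at 0 in all 4 alternatives run for it.

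With the replicate number from the labels as a block, 46 genes were up and 94 down in PFC. In STR 6 were up and 2 down, and 513 genes changed in ESCs and 3 in NPCs. With the block and a GC content offset, 41 were up and 60 down in PFC. In STR 6 were up and 3 down, and 683 genes changed in ESCs and 4 in NPCs. Same-numbered samples deviated together in ESCs (mean r 0.888) and NPCs (0.615), and hardly in STR (0.0588) and PFC (0.0247). The ESC block fits have 1 residual degree of freedom and their smallest adjusted p-values are extreme. Calls in error were not simulated with the block, so these counts are uncertain. Without the block the biological coefficient of variation in ESCs was 31.4%, against 4.37% with it. The 0 genes found without the block thus do not show that few genes changed. With same-numbered PFC and STR samples of a genotype taken as one animal, chosen after seeing the data, 12 genes differed between the brain regions.

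Across the 6 fits that each left out one sample, PFC had from 0 to 39 genes up and from 2 to 115 down, STR from 0 to 2 up and from 0 to 1 down, and NPCs from 0 to 0 changed (114 to 267 up and 106 to 342 down at an unadjusted p-value under 0.05). The single NPC call, *Phf8*, thus lost its FDR under 0.05 in each of them. ESC fits with a sample left out were not run, since one genotype would hold 1 sample. The exact test without STR KO replicate 1, chosen after seeing the data, gave 29 genes up and 10 down. The same was then run without each of the 6 STR samples in turn, giving 20 to 371 up and 9 to 122 down, so KO replicate 1 is not alone in moving these counts.

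The adjusted Rand index of the PFC and STR clustering, 0.639, was 0.353 with all genes that passed the filter, 0.255 with the 500 most variable genes, 0.753 with log2(RPKM + 1) and 1 with a distance of 1 minus Pearson's r. The ESC and NPC indices did not move in any of the 5 alternatives run for each, and clustering on genes with an FDR under 0.05 was not run there because fewer than 2 genes passed. At a 2-fold cutoff 0 serotonin receptors and 0 neurotransmitter receptors were among the genes up in PFC, in place of 1 and 2. The hypothalamic marker difference in STR stayed positive throughout, from 0.51 to 1.45 with one sample left out.

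For the 19 results on single genes, 277 alternatives were run. Of these 209 kept the call, 38 lost it and 30 gained it, and 0 reversed direction. The effect of depth on these results was not tested.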

Differences from the paper's values

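No test in this part was chosen to approach the paper's values. Alternatives are those set before the data were examined unless a sentence says otherwise.

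The paper reports 73 upregulated genes in PFC, and edgeR's quasi-likelihood test gave 25. With DESeq2 the count was 64, within 1.5 times the paper's, and no other alternative came as near. The paper reports 169 downregulated genes in PFC, and the quasi-likelihood test gave 73. DESeq2 gave 132, the exact test 239, the likelihood ratio test 247, no filter 242 and the fit without WT replicate 1 gave 115, all within 1.5 times the paper's count, and the other alternatives were not.

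For STR the paper reports 79 upregulated genes, and the quasi-likelihood test gave 0, with 878 at an unadjusted p-value under 0.05. The exact test gave 83 and the likelihood ratio test 75, and the other alternatives stayed more than 1.5 times away. The paper reports 18 downregulated genes in STR, and the quasi-likelihood test gave 0, with 468 at an unadjusted p-value under 0.05. DESeq2 gave 15, the exact test 21 and the likelihood ratio test 19, and the other alternatives stayed more than 1.5 times away. The exact test without WT replicate 3 gave 14, a fit chosen after seeing the values. No single setting brought all 4 counts within 1.5 times the paper's.

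For RPKM values in PFC, *Htr2a* was at 3.15 in WT against the paper's about 6 in Fig. 5d, read by eye, and at 4.94 in KO against about 9.5 in Fig. 5d, read by eye. *Pcdh19* was at 9.17 in KO against about 6 in Fig. 5d, read by eye. *Matn2* was at 7.35 in WT against about 12 in Fig. 5d, read by eye, and at 10.5 in KO against about 17 in Fig. 5d, read by eye. The values of *Htr1a*, *Htr1b*, *Glra2* and *Col6a1* in both genotypes and of *Pcdh19* in WT were within 1.5 times those read from Fig. 5d. The paper's text does not give the gene lengths behind its RPKM values, and they may differ from those used here. No alternative was set for RPKM values.

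The legend of Fig. 5d describes its genes as the most significant in PFC. Of the 9 compared here, 1 was among the 10 smallest p-values in the quasi-likelihood test, and 8 were among the 10 smallest of the genes up. The paper counts *Htr1b* and *Htr2a* among the differentially expressed genes, and their FDR was 0.0601 and 0.0540 in the quasi-likelihood test. In DESeq2 it was 0.00272 and 0.0109, in the exact test 0.00182 and 0.00168, in the likelihood ratio test 0.00117 and 0.00150, and with no filter 0.00108 and 0.00140. The paper describes PFC and STR samples as clustering by genotype, and in the tree built from 96 genes the 5 STR samples other than KO replicate 1 shared a branch. With a distance of 1 minus Pearson's r the same genes separated all 4 groups, with an adjusted Rand index of 1. The paper's genes came from both regions, while 0 genes were selected in STR here. The trees thus cannot tell how genes selected in STR would divide the STR samples, and none was built from such genes.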

Other observations

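The tests of hypothalamic tissue, neighbouring regions, library size, GC content, gene length, the *Phf8* region, sample labels, gene selection and other splits were set before the data were examined, although the 20 Mb window around *Phf8* and the thresholds on correlations, other than that on GC content and gene length, were chosen after. The tests of striatal tissue and the genes up, of fibroblast feeder cells, of a region of chromosome 14 and of samples from the same animal were chosen after the result was seen.

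Of the 4 splits of the 6 PFC samples that part all same-numbered pairs, 1, the real one, gave as many genes up (25) or down (73) with an FDR under 0.05, and the others gave at most 2 in either direction. The 6 splits that part fewer pairs gave at most 1. With 4 splits a share under 0.05 cannot be reached whatever the counts, so this count of splits could not have excluded chance. Over all 10 splits the real one gave 98 genes, *Phf8* among them, and each of the others at most 2. In STR all 4 of these splits gave as many genes as the real one, which had 0 (878 up and 468 down at an unadjusted p-value under 0.05). In NPCs 1 of the 4, the real one, gave 1 gene and the others 0, and of the 6 splits that part fewer pairs 1 gave more, 2 genes.

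For the PFC genes up and down, several technical explanations were tested. The largest difference of a neighbouring region's marker list was 0.17 (the striatum list), higher in every KO than every WT PFC sample. For the genes down, the within-genotype test with marker lists cannot single out a tissue, so tissue from a neighbouring region was not excluded. For the genes up, striatal tissue in the KO prefrontal cortex samples was tested with the WT samples of both regions. Of the 25 genes up, 17 had more RNA in WT STR than in WT PFC, against 48.3% of the genes tested (two-sided Fisher's exact p = 0.0694). To reach its KO mean by added STR tissue alone, *Rxrg* would need a share of 5.03% and each other gene up more, or could not be raised so. Single genes of the striatum list gave shares from -2.53% to 3.52%, with a median of 0.941%. Striatal tissue at these shares would not give the whole rise of any gene up, although it may add to that of *Rxrg*. Total counts overlapped between genotypes, and log2 fold changes followed mean expression across genes with a Spearman's rho of 0.144. Across genes, which are not independent, rho was 0.193 with gene length and -0.0626 with GC content, the former just under the limit of 0.2 set beforehand. Genes up had a median length of 6754 bp and genes tested 4299 bp, and genes down had a median GC content of 53.3% against 49.8%. Length bias is thus not fully excluded by a test that came so near its limit. Within 20 Mb of *Phf8*, 3 of 178 genes tested were called, against 97 of 15363 in all (Fisher's exact p = 0.103), with *Phf8* itself left out. *Pcdh19* and *Glra2*, the 2 genes up with the smallest p-values, both lie within this window. The window test pooled genes up and down and was not run for the genes up alone. An effect of the *Phf8* region on genes up was thus not excluded. Of 25 genes up 3 were X-linked (Fisher's exact p = 0.0622). For the PFC genes down, oligodendrocyte content and neighbouring tissue were not excluded. With the replicate block, a GC content offset took the genes down from 94 to 60 and the genes up from 46 to 41. A part for GC content was thus not excluded either. The splits are too few to exclude chance by counting them. The quasi-likelihood test, which weighs each difference against the spread between samples, called 73 genes down at an FDR under 0.05. The other splits gave at most 2.

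In STR, hypothalamic tissue in some KO samples may account for part of the genes up. *Oxt* and *Avp* correlated with the other hypothalamic markers across the 6 samples (Pearson's r = 0.939, exact permutation p = 0.00556), although r was 0.644 without the 2 samples farthest from the median. Of the 83 genes up in edgeR's exact test, 67 were highest in KO replicate 1 among the KO samples, 14 were at least 2-fold higher there than in both others, and 27 were still up without it. *Slc17a7*, a marker of cortical neurons, was at 45.5 CPM in KO replicate 1 and between 273 and 398 CPM in the other STR samples. The paper's own follow-up of *Oxt* and *Avp* in other mice was not used here.

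Genes selected for a difference between 2 groups of samples were used to cluster the same samples. All 10 splits of the 6 PFC samples were separated by the genes selected for each, so the separation of WT and KO in PFC by selected genes is not a test of genotype.

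*Phf8* was lower in every KO sample than in every WT sample in all 4 tissues. *Ddx3y* was under 0.5 times its tissue's median in 3 samples: both ESC KO samples, and NPC WT replicate 1 at 23.5 CPM where the other NPC samples had 93.9 to 184 CPM. *Xist*, expressed from an inactive X chromosome, was at 18.8 and 21.6 CPM in NPC KO replicates 1 and 3 and at most 3.32 CPM in the other NPC samples. All of these samples still express *Ddx3y*, so none is wholly female. Of the 3 samples with low *Ddx3y*, NPC WT replicate 1 had *Xist* at 0.498 CPM, and ESC KO replicates 1 and 2 had it at 9.91 and 53.1 CPM against 12.3 and 41.5 CPM in the WT replicates. NPC WT replicate 1 is thus not among the NPC samples in which *Xist* stood out. In ESCs *Xist* was higher in replicate 2 of both genotypes. Its highest ESC value, in KO replicate 2, came with low *Ddx3y*, and so did its lowest, in KO replicate 1. The causes of low *Ddx3y* and of high *Xist* were not tested.

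In ESCs the replicate number divided the samples more than genotype did. A list of fibroblast genes was higher in replicate 2 than in replicate 1, with a median log2 difference of 3.92 in WT and 4.34 in KO cultures, at percentile 100 of 10000 random lists of matched expression. When the same was run for all 11 lists with at least 2 genes tested, the activity list was at percentile 99.98, the Y-linked list at 98.1 and the oligodendrocyte list at 0.60, so the percentile alone is a weak criterion. The largest median difference of any other list was 0.86. Fibroblast feeder cells in replicate 2 are a candidate source, and the labels state that ESCs were kept on feeders or gelatin. As both genotypes carried the difference, it widens the spread in the comparison of WT and KO without separating them.

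In NPCs, 5 of 108 genes between 50 and 60 Mb of chromosome 14 had an unadjusted p-value under 0.005, against 26 of 14204 genes in all, with *Phf8* left out. In 1000 random orders of the genes no window was as full (permutation p = 0.001, the smallest 1000 orders can give). The genes include *Ppp1r3e* (log2 fold change -2.06) and *Pnp2* (1.58), and all 5 fail the FDR threshold, at 0.191 or above. All 4 comparisons were scanned with the same window width and p-value limit, both chosen while looking, and the fullest windows of ESCs, STR and PFC had permutation p-values of 0.52, 0.0569 and 0.023. With a factor of 4 for the scans, the NPC value is 0.004, and that of PFC, at 80 to 90 Mb of chromosome 9, is 0.092. Random gene orders ignore that neighbouring genes are expressed together, so these p-values may be too small. A region of the genome inherited from another strain, as a cross of B6 and 129 strains could leave, is a candidate explanation for the NPC window, and strain variants were not examined.

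Genes induced by neuronal activity varied together between PFC and STR samples of the same genotype and number (Pearson's r = 0.906, exact permutation p = 0.0139, and Spearman's rho = 0.714, exact permutation p = 0.136, over 6 pairs, the second of 2 such relations, with adjusted p-values of 0.0139 and 0.136). Without the 2 pairs farthest from the median, r was 0.192, so the relation rests on those pairs. That same-numbered samples come from the same animal could be one reason, and these data cannot tell.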
